# Endometrium On-a-Chip Reveals Insulin- and Glucose-induced Alterations in the Transcriptome and Proteomic Secretome

**DOI:** 10.1210/endocr/bqab054

**Published:** 2021-03-10

**Authors:** Tiago H C De Bem, Haidee Tinning, Elton J R Vasconcelos, Dapeng Wang, Niamh Forde

**Keywords:** Endometrium on-a-chip, microfluidics, uterus, uterine luminal fluid, bovine, cattle

## Abstract

The molecular interactions between the maternal environment and the developing embryo are key for early pregnancy success and are influenced by factors such as maternal metabolic status. Our understanding of the mechanism(s) through which these individual nutritional stressors alter endometrial function and the in utero environment for early pregnancy success is, however, limited. Here we report, for the first time, the use of an endometrium-on-a-chip microfluidics approach to produce a multicellular endometrium in vitro. Isolated endometrial cells (epithelial and stromal) from the uteri of nonpregnant cows in the early luteal phase (Days 4-7) were seeded in the upper chamber of the device (epithelial cells; 4-6 × 10^4^ cells/mL) and stromal cells seeded in the lower chamber (1.5-2 × 10^4^ cells/mL). Exposure of cells to different concentrations of glucose (0.5, 5.0, or 50 mM) or insulin (Vehicle, 1 or 10 ng/mL) was performed at a flow rate of 1 µL/minute for 72 hours. Quantitative differences in the cellular transcriptome and the secreted proteome of in vitro*–*derived uterine luminal fluid were determined by RNA-sequencing and tandem mass tagging mass spectrometry, respectively. High glucose concentrations altered 21 and 191 protein-coding genes in epithelial and stromal cells, respectively (*P* < .05), with a dose-dependent quantitative change in the protein secretome (1 and 23 proteins). Altering insulin concentrations resulted in limited transcriptional changes including transcripts for insulin-like binding proteins that were cell specific but altered the quantitative secretion of 196 proteins. These findings highlight 1 potential mechanism by which changes to maternal glucose and insulin alter uterine function.

Successful establishment of pregnancy in placental mammals requires bilateral interactions between the developing embryo and the maternal endometrium. While direct contact with the maternal environment is not strictly required, ie, viable embryos can be successfully produced in vitro, interactions with the maternal tract substantially enhances the quality of the embryo (1-3). This increased developmental competency is mediated, in part, via the transport and secretion of endometrial derived molecules (including proteins, amino acids, metabolites, lipids, and RNA species encapsulated in extracellular vesicles) that are taken up by the embryo and support development prior to establishment of the placenta (4, 5). The composition of uterine luminal fluid (ULF) and the molecular interactions between the mother and developing embryo are known to be influenced by maternal factors such as the metabolic status of the mother and the quality of the embryo present (reviewed by (6, 7)). Exposure to adverse conditions, such as nutritional insults, at specific developmental time points can alter an individual’s susceptibility to disease in later life (7). Despite a significant volume of literature describing the composition of ULF (8, 9), efforts to supplement culture media with known components have not substantially improved development, suggesting there are likely still unknown components of ULF yet to be discovered.

The uterine epithelium, at least for a few key days, is potentially the most critical maternal tissue in the establishment of a healthy pregnancy (10). Thus, exposure of the endometrium to stressors can alter the developmental or epigenetic programming of the fetus. In the dairy cow, the early postpartum period is frequently associated with nutrition-associated metabolic stress as cows cannot take in sufficient dietary energy to offset the demands of peak milk production. This induces a maternal metabolic environment characterized by high nonesterified fatty acids (NEFAs), beta-hydroxybutyrate, and low insulin, insulin-like growth factor (IGF)-I, and glucose (11, 12). Given the livestock production cycle, this postpartum altered environment typically occurs at the same time as which the next pregnancy is being established. There is a growing body of evidence to suggest that this metabolic stress compromises the ability of the reproductive tract of the lactating dairy cow to support early development (11, 12) associated with alterations in global gene expression in the embryo/conceptus, the oviduct (9, 13), and endometrium (13-15). Conceptuses derived from early in lactation are less developmentally competent (metabolic stress) than late stages of lactation (16). Even if a high-quality embryo is produced, exposure to a suboptimal uterine environment such as that in high-producing lactating cows can compromise developmental potential (16, 17).

Our understanding of the mechanism(s) through which individual metabolites alter endometrial function and the in utero environment is relatively limited. While traditional static cell culture models have been used to address the issue of conceptus–maternal interaction, they do have limitations; for example, they do not mimic the dynamic nature of these metabolic components to which the endometrium is exposed. Nor do they allow for assessment of how these metabolic extremes alter the interactions between the heterogeneous cells types of the endometrium and the ULF that is produced as a consequence. Advances in microfluidics and organ-on-a-chip technologies in reproductive systems have facilitated the study of embryo development as well as cervical (18), ovarian (19), endometrial (20), and placental function (21, 22) in humans and mice. Such systems have been used to mimic the bovine oviduct environment (23) and the menstrual cycle in vitro using a combination of human (fallopian tube, endometrium, ectocervix, liver) and murine (ovary) components (24). However, the power of these systems has not yet been exploited to investigate how maternal nutritional stressors alter the uterine environment to which the embryo is exposed, either at the level of the transcriptomic or proteomic secretome.

Here, we report for the first time the use of microfluidics to produce a multicellular endometrium in vitro that was exposed to glucose and insulin concentrations associated with maternal metabolic stressors. We specifically have focused on recapitulating Days 4-7 of pregnancy when the embryo enters the uterus in vivo, transitions between the morula and blastocyst stages, and is susceptible to reprogramming events (6). We used RNA sequencing to determine how these metabolites alter the cell-specific transcriptional response in the endometrium to these nutritional stressors. We further demonstrate how these changes alter the proteomic content of in vitro*–*derived ULF secreted from the endometrial epithelium. Collectively, these data highlight 1 potential mechanism by which changes to maternal glucose and insulin concentrations alter uterine function. We propose that these are candidate proteins that can modify the developmental potential of embryos.

## Materials and Methods

Unless otherwise stated, all chemical and reagents were purchased from Sigma-Aldrich Chemical Co. (St. Louis, MO). The in vitro experimental procedures were conducted in humidified incubators maintained at 38.5°C with 5% CO_2_ in air.

### Primary Endometrial Cell Isolation and Culture

Endometrial cell isolation was carried out as previously described (25). Briefly, uteri from nonpregnant cows (*Bos taurus*), early in the luteal phase (Days 4-7 approximately) were selected on the basis of corpus luteum morphology as previously described (26). This stage of the cycle was chosen as it is when the embryo is present in the uterus and undergoes the transition from morula to blastocyst, a key developmental timepoint where is can be susceptible to extremes in the maternal environment. Endometrial tissue was dissected from the underlying myometrium and incubated in 25 mL of digest solution containing bovine serum albumin (1 mg/mL), trypsin EDTA (2.5 BAEE units/mL), collagenase (0.5 mg/mL) and DNase I (0.1 mg/mL) in Hanks’ buffered saline solution in a shaking water bath for 1 hour at 37°C. The digestion solution was filtered through a 100-μm-mesh cell strainer over a 4-μm cell strainer, washed twice with Hanks’ buffered saline solution (containing 10% fetal bovine serum), and centrifuged at 700*g* for 7 minutes. The resulting cell pellet containing stromal cells was resuspended in RPMI 1640 culture medium containing 10% fetal bovine serum, streptomycin (50 μg/mL), penicillin (50 IU/mL), and amphotericin B (2.5 μg/mL). The 40-μm strainer was inverted and flushed with culture medium to recover epithelial cells. The cell populations were seeded at 1 × 10^5^ cells/mL into 75-cm^2^ culture flasks (Greiner BioOne, Gloucestershire, UK). After 5-7 days of culture, cell populations were further purified using their differential plating times. To characterized the cellular populations, cells were washed in phosphate-buffered saline (PBS), and 1 × 10^6^ cells from each cell type fixed and permeabilized using the FIX & PERM kit as per the manufacturers protocol (ThermoFisher Scientific). Primary antibodies were added to the cells following permeabilization at the concentrations recommended by supplier, incubated for 15 minutes, washed, secondary antibody added, and incubated for the following 15 minutes. Cells were then immediately analyzed on a CytoFLEX S (Beckman Coulter) with appropriate gating to remove clumps of cells and cellular debris. To the epithelial cells specifically, the cells were stained with antikeratin 18 rabbit immunoglobulin (Ig)G primary antibody and antirabbit IgG secondary antibody. The 640-nm laser was used to analyze the samples. The stromal cells were stained with antivimentin primary IgG and antimouse IgG secondary antibody. The 488-nm laser was used on the stromal cell samples (Fig. 1).

**Figure 1.**
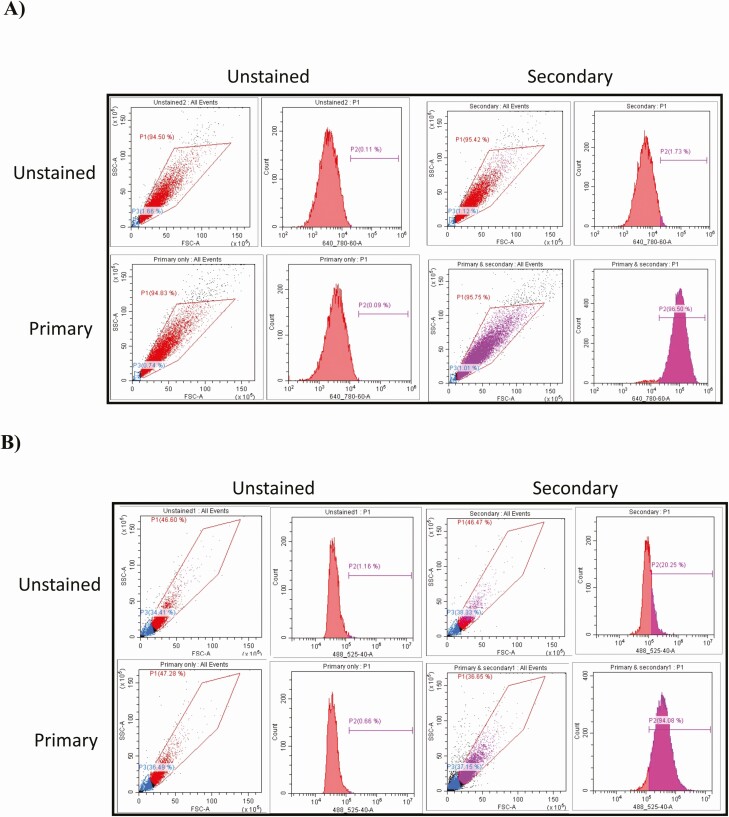
Flow cytometry validation of bovine endometrial (A) stromal enriched or (B) epithelial enriched cell types. Primary bovine endometrial cells were isolated as described and cultured to confluency. Cells were lifted using trypsin (0.025%) in PBS, washed in PBS, and 1 × 10^6^ cells from each cell type fixed and permeabilized using the FIX & PERM kit as per the manufacturers protocol (ThermoFisher Scientific). (A) Antikeratin 18 rabbit IgG (1 μg/mL) (SAB5500126) was added to the epithelial-enriched cell fraction, incubated for 15 minutes, washed with PBS, and incubated with anti-rabbit IgG with 680 nm flurophore (1 μg/mL) (SAB4600395) for 15 minutes. After a final wash cells were immediately analyzed on a CytoFLEX S (Beckman Coulter) (640-nm laser). (B) Antivimentin mouse IgG (1 μg/mL) (SAB4200761) was added to the stromal enriched cell fraction, incubated for 15 minutes, washed in PBS, and incubated with antimouse IgG with 488 nm flurophore (1 μg/mL) (SAB4600029) for 15 minutes. After a final wash cells were immediately analyzed on a CytoFLEX S (488 nm laser). Appropriate gating was used to exclude cell debris and clumps of cells, and control samples including no antibody, primary only, and secondary only were included. The % of positively stained cells were determined by gating the area to the right of the unstained peak.

### Cell Seeding into the Microfluidic Device

All cells were seeded into the devices in RPMI 1640 medium as described above (Fig. 2). Stromal enriched cells were seeded in the lower chamber of the device (10-µm slide membrane, IBIDI), using a 1-mL syringe, at concentration of 1.5-2 × 10^4^ cells/mL in a final volume of 300 µL. All devices were inverted for 2 hours to allow stromal cells to adhere to the underside of the porous membrane. Devices were placed in the normal orientation and epithelial cells were seeded at 4-6 × 10^4^ cells/mL in a final volume of 55 µL into the upper chamber. Cells were left to become 60% confluent over 2 days with 1 medium change (48 hours) before beginning the flow perfusion. For the glucose experiment, on the day of experimentation medium was changed and 5 mL of medium without glucose was loaded into 5-mL syringes at the inlet (n = 2 technical replicates) with either 0.5, 5.0, or 50.0 mM of glucose. These were chosen as a dose response of glucose with 5.0 mM reflecting normal concentrations of glucose detected in the ULF (3.79 mM) and plasma (6.34 mM) during the early luteal phase of the cycle (27). For the insulin experiment, on the day of experimentation medium was also changed and 5 mL of medium with a physiologic concentration of glucose (5.0 mM) was loaded into 5-mL syringes at the inlet (n = 2 technical replicates) with either a vehicle control (acetic acid in PBS pH 3.0), 1.0 ng/mL, or 10.0 ng/mL insulin. These were chosen as a dose response representing extremes of insulin observed in circulation of cows undergoing negative energy balance (28). The pump was set to flow medium through the device at a flow rate of 1 µL/minute to mimic the rate of secretion in vivo (29) for 72 hours. Culture medium from the upper chamber (in vitro*–*derived ULF) was recovered with a pipette and snap-frozen in liquid nitrogen and the samples were stored at –80°C. Epithelial and stromal cells were separately removed from the device via 0.5% trypsin, centrifuged at 2000*g* for 10 minutes, snap-frozen in liquid nitrogen, and stored at –80°C prior to processing.

**Figure 2.**
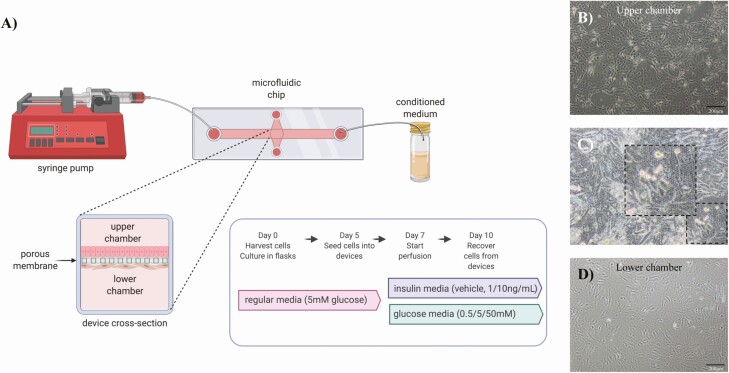
(A) Schematic diagram of endometrium-on-a-chip microfluidic device and experimental design used to mimic the physiological extremes of glucose and insulin. Representative images of (B) epithelial cells seeded into the upper chamber, (C) cells attached on and under the porous membrane, and (D) stromal cells seeded into the lower chamber. The rate of flow for both experiments was performed at 1 μL/min per 72 hours.

### RNA Extraction and Sequencing

Total RNA was extracted from epithelial and stromal cells using the Mini RNeasy kit (Qiagen, Crawley, UK) following the manufacturer’s recommendations. Cell samples were homogenized in 700 µL of Qiazol via vortexing for 1 minute at room temperature (RT). On-column DNase digestion was performed (15 minutes at RT) and RNA was eluted in 14 µL of RNase/DNase free water from the spin column membrane following centrifugation for 2 minutes at full speed and this step was performed twice.

RNA sequencing was performed as previously described (25) with minor modifications. Briefly, RNA quality and quantity were confirmed using the Agilent Bioanalyzer system, and all samples had an RNA integrity number of >7.9. Stranded RNA sequencing libraries were constructed using the Encore Complete RNA-Seq library system of NuGEN. All libraries were sequenced on NextSeq generating 75 bp single-end reads. The raw FASTQ files were inspected using FastQC (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/), the adapter sequences were trimmed using Cutadapt (30), and additional quality control steps taken by fastq_quality_filter program as part of FASTX-Toolkit (http://hannonlab.cshl.edu/fastx_toolkit/). The mapping process was performed using align function in Rsubread (31) package by aligning the clean fastq files against the cow reference genome retrieved from Ensembl release 96 (32) (*Bos taurus*) and only uniquely mapped alignments were recorded. The resulting BAM files were sorted and indexed by SAMtools (33). The reads were summarized at the gene level by means of featureCounts (34). DESeq2 (35) in a paired sample design was used to identify differentially expressed protein-coding genes based on the cut-offs of a *P* < .05 and a log_2_ fold change >0.1 or <–0.1. Variance stabilizing transformations were applied to the genes that had at least 10 reads in total for all samples. Heatmaps were created using the transformed read counts based on a pool of differentially expressed protein-coding genes for each experiment. Principal component analysis (PCA) analysis was carried out for the protein-coding genes that have Reads Per Kilobase Million (RPKM) ≥ 1 in at least 1 sample and 2 normalization approaches such as log2(RPKM+1) and quantile normalization were conducted prior to PCA analysis.

### Quantitative Proteomic Analysis of In Vitro–derived Uterine Luminal Fluid Recovered from the Upper Chamber

Medium (n = 3 samples per group) from the upper chamber (in vitro*–*derived ULF) following glucose or insulin exposure were subjected to albumin depletion according to the manufacturer’s instructions (Thermo Fisher Scientific, Loughborough, UK). Individual samples were digested with trypsin (2.5 µg of trypsin; 37°C, overnight), labelled with tandem mass tag (TMT) 10-plex reagents according to the manufacturer’s protocol (Thermo Fisher Scientific) and pooled. The pooled sample was evaporated to dryness, resuspended in 5% formic acid, and then desalted using a SepPak cartridge according to the manufacturer’s instructions (Waters, Milford, MA, USA). Eluate from the SepPak cartridge was again evaporated to dryness and resuspended in buffer A (20 mM ammonium hydroxide, pH 10) prior to fractionation by high pH reversed-phase chromatography using an Ultimate 3000 liquid chromatography system (Thermo Scientific). In brief, the sample was loaded onto an XBridge BEH C18 Column (130 Å, 3.5 µm, 2.1 mm × 150 mm, Waters, UK) in buffer A and peptides eluted with an increasing gradient of buffer B (20 mM ammonium hydroxide in acetonitrile, pH 10) from 0 to 95% over 60 minutes. The resulting fractions were evaporated to dryness and resuspended in 1% formic acid prior to analysis by nano-liquid chromatography (LC) tandem mass spectrometry (MS/MS) using an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific).

### Nano-liquid Chromatography Mass Spectrometry

High pH reversed phase fractions were further fractionated using an Ultimate 3000 nano-LC system in line with an Orbitrap Fusion Lumos mass spectrometer (Thermo Scientific). Peptides in 1% (vol/vol) formic acid were injected onto an Acclaim PepMap C18 nano-trap column (Thermo Scientific). After washing with 0.5% (vol/vol) acetonitrile 0.1% (vol/vol), formic acid peptides were resolved on a 250 mm × 75 μm Acclaim PepMap C18 reversed phase analytical column (Thermo Scientific) over a 150 minute organic gradient, using 7 gradient segments (1-6% solvent B over 1 minute, 6-15% B over 58 minutes, 15-32% B over 58 minutes, 32-40% B over 5 minutes, 40-90% B over 1 minute, held at 90% B for 6 minutes and then reduced to 1% B over 1 minute) with a flow rate of 300 nL/minute. Solvent A was 0.1% formic acid and solvent B was aqueous 80% acetonitrile in 0.1% formic acid. Peptides were ionized by nano-electrospray ionization at 2.0 kV using a stainless-steel emitter with an internal diameter of 30 μm (Thermo Scientific) and a capillary temperature of 275°C. All spectra were acquired using an Orbitrap Fusion Lumos mass spectrometer controlled by Xcalibur 4.1 software (Thermo Scientific) and operated in data-dependent acquisition mode using an SPS-MS3 workflow. Fourier transform mass analyzer (FTMS) 1 spectra were collected at a resolution of 120 000, with an automatic gain control (AGC) target of 200 000 and a max injection time of 50 ms. Precursors were filtered with an intensity threshold of 5000, according to charge state (to include charge states 2-7) and with monoisotopic peak determination set to peptide. Previously interrogated precursors were excluded using a dynamic window (60 seconds ± 10 ppm). The MS2 precursors were isolated with a quadrupole isolation window of 0.7 m/z. ITMS2 spectra were collected with an AGC target of 10 000, maximum injection time of 70 ms and collision-induced dissociation (CID) collision energy of 35%. For FTMS3 analysis, the Orbitrap was operated at 50 000 resolution with an AGC target of 50 000 and a maximum injection time of 105 ms. Precursors were fragmented by high-energy collision dissociation at a normalized collision energy of 60% to ensure maximal TMT reporter ion yield. Synchronous precursor selection was enabled to include up to 5 MS2 fragment ions in the FTMS3 scan.

The raw data files were processed and quantified using Proteome Discoverer software v2.1 (Thermo Scientific) and searched against the UniProt *Bos taurus* database (downloaded June 2019: 46 309 entries) using the SEQUEST algorithm. Peptide precursor mass tolerance was set at 10 ppm, and MS/MS tolerance was set at 0.6 Da. Search criteria included oxidation of methionine (+15.9949) as a variable modification and carbamidomethylation of cysteine (+57.0214) and the addition of the TMT mass tag (+229.163) to peptide N-termini and lysine as fixed modifications. Searches were performed with full tryptic digestion and a maximum of 2 missed cleavages were allowed. The reverse database search option was enabled, and all data was filtered to satisfy false discovery rate (FDR) of 5%. Differences in protein abundance among groups were determined using an unpaired T-test following the FDR filtration step. The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD024218.

### Regulatory Networks and Functional Annotations of Biological Processes Analysis Were Performed by Bioinformatics Using DAVID

Gene enrichment analysis was performed using DAVID (Database for annotation, visualization, and integrated discovery; Bioinformatics Resources 6.7) (36) to predict the regulatory networks (signaling pathways) and specific functional annotations from gene ontology (GO) terms related to the proteins and differentially expressed genes (DEGs), respectively. The accession number from each protein (Uniprot) or gene (Ensembl Gene ID) were used. All the signaling pathways GO terms identified from biological process, cellular component, and molecular function were considered enriched a *P* < .05 threshold. To perform and visualization of the networks of the signaling pathways was used the software platform Cytoscape version 3.7.2 (37). The signaling pathways were presented by the Fold Enrichment each networking and the GO terms were arranged by the Enrichment Score (–log_10_^[*P*value]^), respectively.

## Results

### Characterization of Cellular Phenotypes in the Microfluidics Devices

Fluorescence-activated cell sorting analysis demonstrated that the epithelial cell population stained 96.5% positive for Keratin 18 with <2.0% secondary antibody positivity. The stromal enriched cell population were 94% positive for vimentin with 20% secondary antibody positivity (Fig. 1). The epithelial and stromal cells both expressed mRNA for the progesterone receptor (*PGR*) and estrogen receptor (*ESR1*); however, there was no difference in expression of these between treatments (all normalized data are available via GEO accession number GSE167086).

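RNA of bovine endometrial epithelial and stromal cells was sequenced after 72 hours under flow with 5 mM or 50 mM of glucose. The epithelial cells came from the upper chamber and the stromal cells from the lower chamber of the device, on either side of a porous membrane. Each of the 4 groups held 3 replicates, which gave 12 libraries. The authors trimmed the reads with Cutadapt and fastq_quality_filter, aligned them with Rsubread to the cow genome of Ensembl, kept the uniquely mapped reads and counted them on 27607 genes with featureCounts. These counts, which the authors had not normalized, were used here. In epithelial cells, a library held 13493503 to 15032046 counted reads at 5 mM (median 14595291) and 14241752 to 16647701 at 50 mM (median 16353484). In stromal cells, it held 15346914 to 16392267 at 5 mM (median 15905223) and 14484828 to 15976064 at 50 mM (median 14656233). A count of 0 allows up to 3 counts, which correspond to 0.222 CPM, the count scaled to the library total, in the smallest library and 0.18 CPM in the largest, for counting error only. The 6 libraries of each comparison were normalized with the TMM method of edgeR, low counts were removed with filterByExpr, and the replicate number was taken as a block, since the paper's methods state a paired sample design. A gene was called when its adjusted p-value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was under 0.05 and its log2 fold change was beyond 0.1 in either direction. Only the calls on protein-coding genes were counted, with the gene types given in the authors' comparison tables. A positive fold change means a higher level at 50 mM.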

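The progesterone receptor gene PGR (ENSBTAG00000024648) had a level of 17.0 ± 4.79 CPM (SD, n = 3) in epithelial cells at 5 mM glucose and 12.8 ± 3.52 CPM (SD, n = 3) at 50 mM. In stromal cells it had 23.9 ± 16.4 CPM (SD, n = 3) at 5 mM and 18.3 ± 1.46 CPM (SD, n = 3) at 50 mM. The estrogen receptor gene ESR1 (ENSBTAG00000007159) had 50.4 ± 6.17 CPM (SD, n = 3) and 50.9 ± 14.7 CPM (SD, n = 3) in epithelial cells, and 32.8 ± 11.9 CPM (SD, n = 3) and 32.5 ± 2.39 CPM (SD, n = 3) in stromal cells at 5 mM and 50 mM, respectively. Every glucose library held at least 165 reads on PGR and at least 294 on ESR1, which is above the limit that a count of 0 allows. The log2 fold change of PGR between the glucose concentrations was -0.40 (standard error 0.253, adjusted p = 0.804 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) in epithelial cells and -0.18 (standard error 0.380, adjusted p = 0.871) in stromal cells. PGR was lower at 50 mM in 3 of the 3 epithelial pairs, with -0.25 without replicate 2, but in only 1 of the 3 stromal pairs, with -0.51 without replicate 1 and 0.33 without replicate 3. ESR1 gave -0.02 (standard error 0.272, adjusted p = 0.981) and 0.04 (standard error 0.211, adjusted p = 0.949), and both directions changed with single replicates, with -0.30 to 0.17 in epithelial and -0.18 to 0.28 in stromal cells over the fits that each left out 1 replicate. In the insulin experiment, with 3 replicates for each cell type and dose, the group means of PGR were 8.97 to 9.98 CPM in epithelial and 13.3 to 17.0 CPM in stromal cells, and those of ESR1 were 66.5 to 67.4 CPM and 29.0 to 33.5 CPM. Over the 6 insulin comparisons, the adjusted p-value was at least 0.917 for both genes, with log2 fold changes from -0.30 to 0.35 for PGR and from -0.17 to 0.21 for ESR1. With 1 replicate left out at a time, these fold changes were between -0.37 and 0.42 for PGR and between -0.24 and 0.24 for ESR1, and neither gene was called. In stromal cells, PGR was lower in 3 of 3 pairs at 1 ng/mL than in the vehicle group (-0.30) and higher in 3 of 3 pairs at 10 ng/mL than at 1 ng/mL (0.35, from 0.31 to 0.42 with 1 replicate left out). ESR1 was lower in 3 of 3 stromal pairs at 1 ng/mL than in the vehicle group (-0.17, or -0.049 without replicate 1) and higher in 3 of 3 between 1 and 10 ng/mL (0.21). The unadjusted p-values of these 4 changes were 0.0178, 0.0071, 0.0726 and 0.019.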

### Exposure of Endometrial Epithelial and Stromal Cells In Vitro to High Concentrations of Glucose Alters the Transcriptional Profile in a Cell-specific Manner

PCA (Fig. 3) revealed distinct clustering of epithelial and stromal cells but there was no clear clustering between the glucose treatments (5 mM vs 50 mM). 

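For the PCA, 14002 protein-coding genes with at least 1 CPM in at least 1 of the 12 libraries were transformed to log2(CPM + 1) and quantile normalized. CPM took the place of RPKM because gene lengths were not used here. The first component held 66.5% of the variance and the second held 11.7%. The epithelial libraries lay between -88.08 and -52.65 on the first component. Of the stromal libraries, 5 lay between 58.81 and 100.1, and the stromal library of replicate 3 at 50 mM glucose lay between both groups at -4.74. Divided into its sources, 58.1% of the variance was between cell types, 24.3% between replicate numbers within a cell type, and 8.44% between glucose concentrations within a cell type, which left a rest of 9.19%. Without replicate 1 the part between glucose concentrations was 13.7%, and without replicate 3 the rest was 6.06%. Distances between libraries were taken over all 14002 genes of the PCA. In epithelial cells, libraries of one replicate number at different glucose concentrations were on average 56.9 apart. Libraries of different replicates at one concentration were 87.0 apart. The corresponding distances in stromal cells were 71.4 and 85.7. No p-value is given for the glucose concentration, since 3 pairs do not allow one under 0.05 in an exact permutation test. The setting that moved the first component most, leaving out replicate 2, raised its share to 74.6%. The epithelial library of replicate 2 at 5 mM lay at -87.37 on the second component, and the other epithelial libraries lay between -1.85 and 21.44.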

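The comparison of 50 mM with 5 mM glucose covered 13713 genes in epithelial and 13644 genes in stromal cells. In epithelial cells, 0 protein-coding genes were called, and the smallest adjusted p-value was 0.804 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05, 201 genes passed, of which 103 were higher and 98 lower at 50 mM, where chance gives 652.8 genes. In stromal cells, 0 genes were called as well, with a smallest adjusted p-value of 0.696, and 646 genes passed without adjustment, 492 of them higher and 154 lower, where chance gives 651.8. Leaving out replicate 2 gave 218 called genes in epithelial cells, and leaving out replicate 1 gave 50 in stromal cells. The alternative that moved the stromal count most at an adjusted threshold was the Wald test of DESeq2 with the replicate number in the design, which called 196 genes, 194 of them higher at 50 mM. Of these 194 genes, 194 were higher in epithelial than in stromal cells of the insulin vehicle group, as were 48.8% of all genes tested in both. On simulated data with the library structure of the stromal comparison, DESeq2 made 72 false calls beside 126 recovered genes, and edgeR made 20 beside 87. The deposited tables of the authors hold DESeq2 results with shrunken fold changes. In the authors' deposited table for epithelial cells, 21 protein-coding genes have an unadjusted p under 0.05 and a fold change beyond the threshold, and 0 of them an adjusted p under 0.05. In the authors' deposited table for stromal cells these counts are 191 and 132. A test of the difference between the glucose effects of the cell types called 0 genes, with 1060 at an unadjusted p under 0.05; leaving out replicate 1 gave 303. On simulated data this test recovered 8 of 200 changed genes.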

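The level of keratin 18 (KRT18, ENSBTAG00000001517), an epithelial marker, in stromal cells was 103 ± 80.8 CPM (SD, n = 3) at 5 mM and 261 ± 128 CPM (SD, n = 3) at 50 mM, a log2 fold change of 1.44 (standard error 0.363, adjusted p = 0.696 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), higher in 3 of 3 pairs. The stromal marker vimentin (VIM, ENSBTAG00000018463) was at 3351 ± 303 CPM (SD, n = 3) and 2394 ± 805 CPM (SD, n = 3) there, a log2 fold change of -0.55 (standard error 0.300, adjusted p = 0.696), which was -0.18 without replicate 3. In epithelial cells, KRT18 changed by -0.34 (standard error 0.313, adjusted p = 0.804) and VIM by 0.07 (standard error 0.230, adjusted p = 0.914) on the log2 scale, and leaving out 1 replicate moved them from -0.57 to 0.04 for KRT18 and from -0.08 to 0.23 for VIM. Over the 29 epithelial marker genes, the median level in the stromal libraries of replicates 1, 2 and 3 was 9.27%, 0.0828% and 0.12% of the epithelial level at 5 mM, and 18.7%, 6.75% and 61.5% at 50 mM. Over the stromal marker genes, the median level in the epithelial libraries was 10.5%, 3.68% and 5.39% of the stromal level at 5 mM, and 12.3%, 11.0% and 7.52% at 50 mM. Transcription of TXNIP (ENSBTAG00000020060) and ARRDC4 (ENSBTAG00000018252) rises with the glucose sensed by a cell. The log2 fold change of TXNIP was 0.12 (standard error 0.209, adjusted p = 0.839) in epithelial and 0.40 (standard error 0.185, adjusted p = 0.696) in stromal cells. ARRDC4 had 0.21 (standard error 0.255, adjusted p = 0.805) and -0.17 (standard error 0.148, adjusted p = 0.718), respectively. With 1 replicate left out at a time, TXNIP was between 0.04 and 0.22 in epithelial and between 0.26 and 0.66 in stromal cells, and ARRDC4 between -0.05 and 0.36 and between -0.30 and -0.06. Over both genes and cell types, 7 of the 12 pairs were higher at 50 mM.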

Flow of high concentrations of glucose (50 mM) for 3 days altered the expression of 21 and 191 protein-coding genes in the epithelial and stromal cells, respectively, compared to control concentrations (5.0 mM glucose) (available at GEO database under accession number GSE167086). Functional annotation analysis determined n = 8 and n = 14 overrepresented biological processes, n = 6 and n = 5 overrepresented cellular components and n = 4 and n = 6 overrepresented molecular functions, for epithelial and stromal cells exposed to 50 mM glucose, respectively (Fig. 4; Table 1).

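Gene ontology terms were not tested again here. In their place, lists of collagen, interferon-response and hypoxia-response genes were examined, on the themes of the collagen, interferon, virus and hypoxia terms of Table 1. These lists were fixed before the data were examined. They were not the genes counted in those terms, which the paper does not name. The lists were tested with limma's camera test on log2 CPM, with a preset correlation of 0.01 between genes. In epithelial cells, the 16 tested collagen genes were higher at 50 mM glucose as a group, with a median log2 fold change of 0.50 (adjusted p = 0.000167 over 88 list comparisons), 11 of the 16 genes above 0 and a median above 0 in 3 of the 3 pairs; without replicate 3 the adjusted p was no longer under 0.05. COL1A1 (ENSBTAG00000013103) rose from 621 ± 373 CPM (SD, n = 3) to 1200 ± 736 CPM (SD, n = 3), a log2 fold change of 0.91 (standard error 0.219, adjusted p = 0.804 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). COL1A2 had 0.89 (standard error 0.216, adjusted p = 0.804) and COL3A1 0.71 (standard error 0.260, adjusted p = 0.804), and each of these collagen genes was higher in 3 of 3 pairs. Without replicate 2 they were called, with 0.79, 0.78 and 0.45, respectively. Adjusted over the list alone, 3 collagen genes passed, and 0 did over all genes tested. The 30 stromal marker genes, which share 5 genes with the collagen list, moved in the same direction in epithelial cells, with 28 of the 28 tested above 0 and a median of 0.66 (adjusted p = 2.92e-10) that was 0.30 without replicate 2. In stromal cells the collagen genes had a median of -0.64 (adjusted p = 0.000167, 0 of 16 above 0), which was -0.13 and not retained without replicate 3. The log2 fold changes of COL1A1, COL1A2 and COL3A1 there were -0.60, -0.60 and -0.74, each lower in 2 of 3 pairs, and without replicate 3 they were -0.04, -0.09 and -0.14. The interferon-response genes were higher in stromal cells at 50 mM, with a median of 1.58 (adjusted p = 4.72e-15) and 30 of the 30 tested genes above 0; 1 passed adjusted over the list alone and 0 over all genes tested. Their medians in the replicate pairs were 2.49, 0.28 and 1.79, and the list median was 1.01 without replicate 1 and 2.43 without replicate 2. The same stromal libraries had a median log2 fold change of 4.45 over the 29 epithelial marker genes (adjusted p = 3.76e-18), and 2.75 without replicate 3. In epithelial cells the interferon-response genes were lower, with a median of -0.41 (adjusted p = 4.00e-06, 5 of 37 above 0), which was seen in 2 of 3 pairs and was -0.07 and not retained without replicate 1. The difference between the cell types had an adjusted p of 4.33e-07 for the collagen list and 3.85e-21 for the interferon list by camera, and of 0.729 for both by fry. The 24 hypoxia-response genes had medians of 0.03 (adjusted p = 0.442) in epithelial and 0.12 (adjusted p = 0.160) in stromal cells; without replicate 2 the epithelial median was 0.25 and passed (adjusted p = 6.61e-05). Of all 88 list comparisons of both experiments, 29 passed with the preset correlation (19 without replicate 3), and 0 passed with limma's fry test or with the correlation estimated from the data. The paper states from its overrepresented terms that altered glucose changed transcripts for collagen fibril organization and for the regulation of interferon production. It also proposes that changes in components of the extracellular matrix contribute to a compromised uterine environment. That proposal rests as well on its insulin data and on its proteomic measurements, of which the latter were not analysed here.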

**Table 1.** Functional annotation of GO terms related to the differentially expressed genes following exposure on endometrium on-a-chip to high concentrations of glucose (5 mM vs 50 mM of glucose)

Category	Term	Count	%	*P* value
**Epithelial cells**				
GOTERM_BP_DIRECT	GO:0030199~collagen fibril organization	3	15.0	.000500
GOTERM_BP_DIRECT	GO:0071230~cellular response to amino acid stimulus	3	15.0	.001200
GOTERM_BP_DIRECT	GO:0090131~mesenchyme migration	2	10.0	.005800
GOTERM_BP_DIRECT	GO:0043589~skin morphogenesis	2	10.0	.008100
GOTERM_BP_DIRECT	GO:0070208~protein heterotrimerization	2	10.0	.010000
GOTERM_BP_DIRECT	GO:0060325~face morphogenesis	2	10.0	.032000
GOTERM_BP_DIRECT	GO:0001568~blood vessel development	2	10.0	.032000
GOTERM_BP_DIRECT	GO:0008217~regulation of blood pressure	2	10.0	.039000
GOTERM_BP_DIRECT	GO:0090263~positive regulation of canonical Wnt signaling pathway	2	10.0	.065000
GOTERM_CC_DIRECT	GO:0005615~extracellular space	7	35.0	.000720
GOTERM_CC_DIRECT	GO:0005581~collagen trimer	3	15.0	.002200
GOTERM_CC_DIRECT	GO:0005584~collagen type I trimer	2	10.0	.002500
GOTERM_CC_DIRECT	GO:0005578~proteinaceous extracellular matrix	3	15.0	.020000
GOTERM_CC_DIRECT	GO:0044297~cell body	2	10.0	.046000
GOTERM_CC_DIRECT	GO:0030175~filopodium	2	10.0	.049000
GOTERM_CC_DIRECT	GO:0030018~Z disc	2	10.0	.088000
GOTERM_MF_DIRECT	GO:0005201~extracellular matrix structural constituent	3	15.0	.000910
GOTERM_MF_DIRECT	GO:0048407~platelet-derived growth factor binding	2	10.0	.003700
GOTERM_MF_DIRECT	GO:0008201~heparin binding	3	15.0	.007200
GOTERM_MF_DIRECT	GO:0042802~identical protein binding	3	15.0	.012000
**Stromal cells**				
GOTERM_BP_DIRECT	GO:0032727~positive regulation of interferon-alpha production	3	1.7	.00240
GOTERM_BP_DIRECT	GO:0030889~negative regulation of B cell proliferation	3	1.7	.00380
GOTERM_BP_DIRECT	GO:0050732~negative regulation of peptidyl-tyrosine phosphorylation	3	1.7	.00460
GOTERM_BP_DIRECT	GO:0001666~response to hypoxia	5	2.9	.00510
GOTERM_BP_DIRECT	GO:0032728~positive regulation of interferon-beta production	3	1.7	.01400
GOTERM_BP_DIRECT	GO:0045071~negative regulation of viral genome replication	3	1.7	.01700
GOTERM_BP_DIRECT	GO:0035023~regulation of Rho protein signal transduction	4	2.3	.02900
GOTERM_BP_DIRECT	GO:0051607~defense response to virus	5	2.9	.03100
GOTERM_BP_DIRECT	GO:0070374~positive regulation of ERK1 and ERK2 cascade	5	2.9	.03500
GOTERM_BP_DIRECT	GO:2000553~positive regulation of T-helper 2 cell cytokine production	2	1.2	.03700
GOTERM_BP_DIRECT	GO:0043406~positive regulation of MAP kinase activity	3	1.7	.04300
GOTERM_BP_DIRECT	GO:0048146~positive regulation of fibroblast proliferation	3	1.7	.04600
GOTERM_BP_DIRECT	GO:2000507~positive regulation of energy homeostasis	2	1.2	.04600
GOTERM_BP_DIRECT	GO:0034109~homotypic cell-cell adhesion	2	1.2	.04600
GOTERM_BP_DIRECT	GO:0042127~regulation of cell proliferation	5	2.9	.05000
GOTERM_BP_DIRECT	GO:0034340~response to type I interferon	2	1.2	.05600
GOTERM_BP_DIRECT	GO:0050891~multicellular organismal water homeostasis	2	1.2	.05600
GOTERM_BP_DIRECT	GO:0045087~innate immune response	6	3.5	.06500
GOTERM_BP_DIRECT	GO:0001755~neural crest cell migration	3	1.7	.06500
GOTERM_BP_DIRECT	GO:0009615~response to virus	3	1.7	.06500
GOTERM_BP_DIRECT	GO:0051639~actin filament network formation	2	1.2	.07300
GOTERM_BP_DIRECT	GO:0002376~immune system process	2	1.2	.08200
GOTERM_BP_DIRECT	GO:0016064~immunoglobulin mediated immune response	2	1.2	.08200
GOTERM_BP_DIRECT	GO:0048545~response to steroid hormone	2	1.2	.08200
GOTERM_BP_DIRECT	GO:0051764~actin crosslink formation	2	1.2	.09100
GOTERM_BP_DIRECT	GO:0060158~phospholipase C-activating dopamine receptor signaling pathway	2	1.2	.09100
GOTERM_CC_DIRECT	GO:0070062~extracellular exosome	49	28.5	.000000
GOTERM_CC_DIRECT	GO:0005923~bicellular tight junction	5	2.9	.007100
GOTERM_CC_DIRECT	GO:0048471~perinuclear region of cytoplasm	10	5.8	.009500
GOTERM_CC_DIRECT	GO:0005737~cytoplasm	43	25.0	.011000
GOTERM_CC_DIRECT	GO:0071944~cell periphery	3	1.7	.022000
GOTERM_CC_DIRECT	GO:0030175~filopodium	3	1.7	.059000
GOTERM_CC_DIRECT	GO:0005886~plasma membrane	30	17.4	.063000
GOTERM_CC_DIRECT	GO:0016324~apical plasma membrane	5	2.9	.073000
GOTERM_CC_DIRECT	GO:0031528~microvillus membrane	2	1.2	.083000
GOTERM_CC_DIRECT	GO:0045121~membrane raft	4	2.3	.090000
GOTERM_MF_DIRECT	GO:0016817~hydrolase activity, acting on acid anhydrides	3	1.7	.000890
GOTERM_MF_DIRECT	GO:0003950~NAD + ADP-ribosyltransferase activity	3	1.7	.011000
GOTERM_MF_DIRECT	GO:0003725~double-stranded RNA binding	4	2.3	.011000
GOTERM_MF_DIRECT	GO:0005509~calcium ion binding	12	7.0	.021000
GOTERM_MF_DIRECT	GO:0005550~pheromone binding	2	1.2	.028000
GOTERM_MF_DIRECT	GO:0003727~single-stranded RNA binding	3	1.7	.031000
GOTERM_MF_DIRECT	GO:0030246~carbohydrate binding	4	2.3	.058000
GOTERM_MF_DIRECT	GO:0036094~small molecule binding	2	1.2	.083000
GOTERM_MF_DIRECT	GO:0003924~GTPase activity	5	2.9	.085000

Abbreviations: BP, biological process; CCcellular component; GO, gene ontology; MF, molecular function.

**Figure 3.**
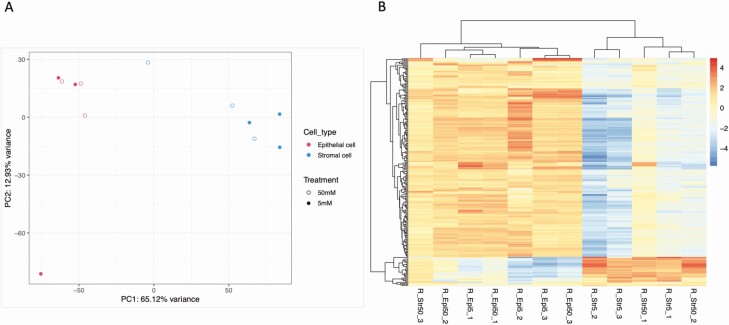
(A) Principal component analysis (PCA) plot of overall transcriptional profile determined via RNA sequencing of bovine endometrial epithelial and stromal cells exposed to either 5 mM or 50 mM of glucose for 72 hours under flow (n = 3 biological replicates). Epithelial (left hand side) and stromal cells (right hand side) clustered into 2 distinct populations. (B) Heatmap showing the transcript expression for individual samples with lower levels (blue) and those with higher expression shown in red. Samples from epithelial cells (n = 6) and samples from stromal cells (n = 6) are arranged from left to the right.

**Figure 4.**
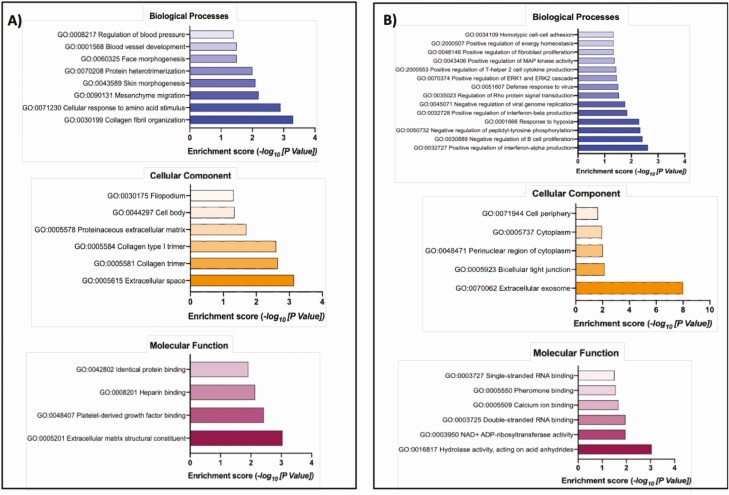
Gene ontology overrepresented Biological Process, Cellular Component, and Molecular Function from DEGs in (A) epithelial (n = 21) and (B) stromal cells (n = 191) following exposure to different concentrations of glucose in vitro. The transcript accession numbers (Ensembl Transcript ID) were inputted into DAVID—Functional Annotation Tool (DAVID Bioinformatics Resources 6.7, NIAID/NIH—https://david.ncifcrf.gov/summary.jsp) and those that were significantly overrepresented in the list of DEGs are presented above for biological processes (blue bars), cellular component (orange bars) and molecular function (plum bars) with associated enrichment score.

### Exposure to High Concentrations of Glucose Alters the Proteomic Content of In Vitro–derived ULF

PCA (Fig. 5A) revealed that exposure of endometrium on-a-chip to physiological extremes of glucose (0.5 mM and 50 mM) altered the overall composition of proteins in the in vitro*–*derived ULF. The highest concentration of glucose (50 mM) changed the abundance of 23 proteins compared with controls (5 mM), the majority of which were increased (*P* < .05: Fig. 5B). When the lower concentration (0.5 mM) was compared with the control (5 mM), only 1 protein was altered. Finally, when the physiologic extremes (0.5 mM vs 50 mM) were compared, 8 proteins were found to be differentially abundant in in vitro*–*derived ULF. Functional annotation analysis revealed the proteins upregulated following glucose treatment were involved in platelet and lysosome pathways (Table 2). There were no overrepresented pathways associated with the proteins that were decreased in abundance following glucose exposure (*P* > .05).

**Table 2.** Functional annotation analysis of the proteins upregulated in the in vitro uterine luminal fluid produced following glucose treatment

Category	Term	Genes	Count	%	*P* value	Fold enrichment	Benjamini	FDR
**50 mM vs 5 mM**								
KEGG_PATHWAY	bta04611:Platelet activation	Q28824, Q95ND9	2	22.2	.0500	29.7	0.64	32
KEGG_PATHWAY	bta04510:Focal adhesion	Q28824, Q95ND9	2	22.2	.0800	18.1	0.57	47
**0.5 mM vs 50 mM**								
KEGG_PATHWAY	bta04142: Lysosome	P49951, Q0VD19	2	66.7	.03300	39.9	0.29000	18

Proteins were over-represented in pathways associated with platelet activation and focal adhesion (5 mM vs 50 mM of glucose) and the lysosome pathways (0.5 mM vs 50 mM).

**Figure 5.**
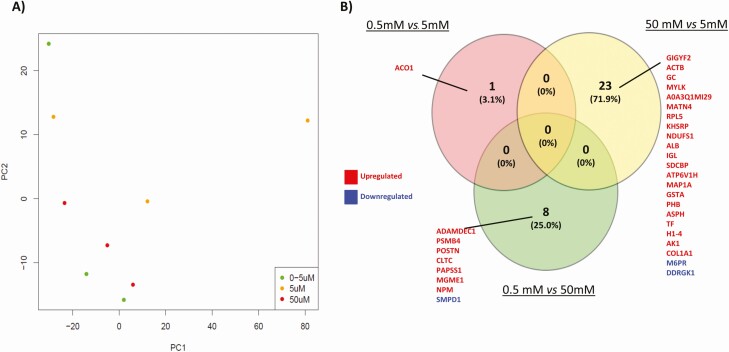
(A) Principal component analysis (PCA) plot shows the distribution of in vitro-derived ULF following tandem mass tag (TMT) mass spectrometry analysis of the proteomic content following exposure to: 0.5 mM (green circle), 5.0 mM (yellow circle), or 50 mM (red circle) concentrations of glucose for 72 hour (n = 3 biological replicates). (B) Venn diagram analysis of overlap and unique proteins that are differentially abundance following exposure to different concentrations of glucose. Fold change differences in protein abundances between groups was determined using paired t-tests and were considered significant when *P* < .05.

### Exposure of the Endometrium to Different Concentrations of Insulin Alters the Transcriptome in a Cell-specific Manner

The PCA plot showed clear separation of epithelial cells (on the left-hand side of the plot) and stromal cell populations (on the right-hand side of the plot) with limited treatment effect (Fig. 6A). 

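The insulin experiment held 3 replicates of epithelial and of stromal cells for the vehicle control, 1 ng/mL and 10 ng/mL of insulin, which made 18 libraries after 72 hours under flow. The authors made the gene counts with the steps they used for the glucose experiment, and the counts were processed here with the same normalization, filter, block and thresholds. In epithelial cells, a library held 9678779 to 12754316 counted reads in the vehicle group (median 10661682), 10055884 to 11388528 at 1 ng/mL (median 10058992) and 8826470 to 9528257 at 10 ng/mL (median 8977862). In stromal cells, it held 9229446 to 11433481 in the vehicle group (median 11046542), 10796279 to 12391819 at 1 ng/mL (median 11793996) and 10409287 to 13214728 at 10 ng/mL (median 11402593). A count of 0 allows up to 0.34 CPM in the smallest library and 0.227 CPM in the largest. Positive fold changes mean a higher level in the group with more insulin.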

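The PCA of the 18 insulin libraries covered 13861 protein-coding genes. The first component held 88.3% of the variance and the second held 3.32%. Epithelial libraries lay between -98.72 and -76.15 on the first component and stromal libraries between 69.03 and 93.70. Cell type accounted for 87.3% of the variance, replicate number within a cell type for 9.23%, insulin within a cell type for 0.993%, and the rest for 2.44%. In epithelial cells, libraries of one replicate number at different insulin concentrations were on average 24.6 apart, and libraries of different replicates at one concentration were 58.2 apart. In stromal cells these distances were 33.3 and 51.1. The share of the first component moved most with a pseudocount of 0.1 in place of 1, to 84.8%, while the share of insulin within a cell type moved most without replicate 2, to 1.82%. With the pseudocount of 0.1, insulin within a cell type held 1.72% and the rest 4.14%, and without replicate 2 the rest was 1.59%. Between the cell types of the vehicle group, 7200 of the 12876 tested protein-coding genes were called, 3626 of them higher in epithelial and 3574 higher in stromal cells.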

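In the comparison of 1 ng/mL insulin with the vehicle control, 12711 genes were tested in stromal and 12966 in epithelial cells. In stromal cells 0 protein-coding genes were called, with a smallest adjusted p-value of 0.332 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 614 genes passed at an unadjusted p under 0.05, 257 of them higher and 357 lower. In epithelial cells 0 genes were called, with a smallest adjusted p-value of 0.243, and 355 passed without adjustment, 172 of them higher and 183 lower. The alternative that moved the stromal count most at an adjusted threshold was testing every gene with at least 1 count, which called 132 genes there, 24 of them higher and 108 lower, and 18 in epithelial cells. Leaving out 1 replicate gave 4, 26 and 102 called genes in stromal cells without replicate 1, 2 and 3, respectively, and 22, 27 and 4 in epithelial cells. Of the 102 stromal genes, 81 were lower. The median level of the epithelial marker genes in the stromal libraries of replicates 1, 2 and 3 was 0.0971%, 4.06% and 0.053% of the epithelial level in the vehicle group, and 0.0649%, 0.0192% and 0.114% at 1 ng/mL. Between the cell types at 5 mM glucose, 103 of the 108 lower genes and 72 of the 81 were higher in epithelial cells. The mitochondrial gene MT-ND6 (ENSBTAG00000043546) rose in stromal cells from 43.9 ± 12.2 CPM (SD, n = 3) to 65.8 ± 1.67 CPM (SD, n = 3), a log2 fold change of 0.60 (standard error 0.116, adjusted p = 0.344), and it was called without replicate 2 and without replicate 3. MT-ND4L (ENSBTAG00000043559), which overlaps MT-ND4 on the mitochondrial genome, so that the assignment of its reads is uncertain, rose from 50.7 ± 12.8 CPM (SD, n = 3) to 71.5 ± 2.61 CPM (SD, n = 3), a log2 fold change of 0.50 (standard error 0.110, adjusted p = 0.460), or 0.32 without replicate 3. The kinase gene ARAF (ENSBTAG00000005039) had 2320 ± 556 CPM (SD, n = 3) and 2778 ± 256 CPM (SD, n = 3), a log2 fold change of 0.28 (standard error 0.0809, adjusted p = 0.766), or 0.16 without replicate 1. RPS27A (ENSBTAG00000015473) had a log2 fold change of 0.04 (standard error 0.0579, adjusted p = 0.979), higher in 1 of 3 pairs and at -0.04 without replicate 3. The gene RPS27 (ENSBTAG00000013866), which is listed in the authors' deposited table, had 0.34 (standard error 0.0748, adjusted p = 0.460). MT-ND6, MT-ND4L, ARAF and RPS27 were each higher in 3 of 3 stromal pairs, and MT-ND4L, ARAF and RPS27 were called without replicate 2. In epithelial cells, ENSBTAG00000052092 had 125 ± 84.1 CPM (SD, n = 3) in the vehicle group and 146 ± 91.3 CPM (SD, n = 3) at 1 ng/mL, a log2 fold change of 0.25 (standard error 0.0534, adjusted p = 0.356), higher in 3 of 3 pairs. In the authors' deposited tables, 4 stromal genes and 1 epithelial gene have an unadjusted p under 0.05 and a fold change beyond the threshold, with an adjusted p of 1 for each. A test of the difference between the effects of 1 ng/mL insulin in the cell types called 0 genes, with 731 at an unadjusted p under 0.05; leaving out replicate 1 gave 38.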

Exposure of cells to 1 ng/mL of insulin for 72 hours changed expression of 4 transcripts (nonspecific serine/threonine protein kinase [*ARAF*], Ubiquitin-40S ribosomal protein S27a [*RPS27A*], NADH-ubiquinone oxidoreductase chain 4L [*M-ND4L*], and NADH-ubiquinone oxidoreductase chain 6 [*MTND6*]) in stromal cells, and 1 unknown transcript (ENSBTAG00000052092) in epithelial cells compared to vehicle control. Exposure to the higher concentrations of insulin (10 ng/mL) altered 10 transcripts in epithelial cells (NADH-ubiquinone oxidoreductase chain 2 [*MT-ND2*]), NADH-ubiquinone oxidoreductase chain 3 [*MT-ND3*], NADH-ubiquinone oxidoreductase chain 5 [*ND5*], CCAAT/enhancer-binding protein beta [*CEBPB*], Ferritin heavy chain 1 [*FTH1*], ATP synthase protein 8 [*MT-ATP8*], Nuclear receptor subfamily 4 group A member 2 [*NR4A2*], Fibronectin [*FN1*], Collagenase 3 [*MMP13*], and Cytochrome b [*MT-CYB*]) and 2 transcripts in stromal cells: insulin-like growth factor-binding protein 6 (*IGFBP6*), and receptor for retinol uptake (*STRA6*).

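In epithelial cells at 10 ng/mL insulin, 14 of 12373 protein-coding genes were called against the vehicle control, 9 of them higher and 5 lower. Without the replicate block, or with DESeq2, 0 genes were called; without adjustment 782 genes passed. Leaving out replicate 1, 2 or 3 gave 32, 66 and 7 called genes, of which 12, 12 and 4 were among the 14. Of the genes higher at 10 ng/mL, CEBPB (ENSBTAG00000051972) had the largest change, from 14.2 ± 3.62 CPM (SD, n = 3) to 22.5 ± 5.68 CPM (SD, n = 3), a log2 fold change of 0.67 (standard error 0.0970, adjusted p = 0.000340 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The mitochondrial gene MT-ND3 (ENSBTAG00000043568) rose from 86.5 ± 21.7 CPM (SD, n = 3) to 110 ± 15.8 CPM (SD, n = 3), a log2 fold change of 0.36 (standard error 0.0544, adjusted p = 0.000485). MT-ND2 had a log2 fold change of 0.21 (standard error 0.0383, adjusted p = 0.00594) and ND5 had 0.20 (standard error 0.0385, adjusted p = 0.0126). MT-ATP8, which overlaps MT-ATP6, so that the assignment of its reads is uncertain, had 0.42 (standard error 0.0667, adjusted p = 0.000827). NR4A2 (ENSBTAG00000003650) changed from 15.0 ± 3.38 CPM (SD, n = 3) to 9.67 ± 0.782 CPM (SD, n = 3), a log2 fold change of -0.62 (standard error 0.115, adjusted p = 0.00805). MMP13 had -0.29 (standard error 0.0513, adjusted p = 0.00464), and ENSBTAG00000009359, a gene without a symbol in the authors' deposited table, had -0.27 (standard error 0.0455, adjusted p = 0.00184). Each of these 8 genes moved in its direction in 3 of 3 pairs; without replicate 3, CEBPB and NR4A2 were called and the other 6 were not, and without replicate 2, NR4A2 was not. The genes MT-CYB, FN1 and FTH1 were not called, with the log2 fold change of MT-CYB at 0.17 (standard error 0.0386, adjusted p = 0.0759), of FN1 at -0.14 (standard error 0.0411, adjusted p = 0.260) and of FTH1 (ENSBTAG00000011184) at -0.04 (standard error 0.0377, adjusted p = 0.907). MT-CYB was called without replicate 1 and without replicate 2, and FN1 without replicate 1. FTH1 is not within the authors' cut-offs in their deposited table, which has ENSBTAG00000009359. Whether the paper's FTH1 stands for that gene is uncertain.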

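Among the called epithelial genes that had a symbol, RSAD2, an interferon-induced gene, had the largest decrease, at -0.82 (standard error 0.112, adjusted p = 0.000169 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 33.1 ± 14.8 CPM (SD, n = 3) to 18.3 ± 2.76 CPM (SD, n = 3). MCUB, which was not called with any 1 replicate left out, changed by -0.51 (standard error 0.109, adjusted p = 0.0421) and HMOX1 by 0.53 (standard error 0.104, adjusted p = 0.0141) on the log2 scale. HMOX1 rested mainly on replicate 1, without which its fold change was 0.12. In stromal cells at 10 ng/mL, 0 of 12290 protein-coding genes were called against the vehicle control, with a smallest adjusted p-value of 0.999, and 335 passed at an unadjusted p under 0.05, 210 of them higher and 125 lower. Without replicate 2, 75 stromal genes were called, 74 of them higher, of which 70 were higher in epithelial than in stromal cells at 5 mM glucose. The median level of the epithelial marker genes in the stromal libraries of replicates 1, 2 and 3 was 0.0971%, 4.06% and 0.053% of the epithelial level in the vehicle group, and 3.68%, 0.0144% and 0.388% at 10 ng/mL. IGFBP6 (ENSBTAG00000021467) had 282 ± 49.2 CPM (SD, n = 3) in the vehicle group and 319 ± 60.5 CPM (SD, n = 3) at 10 ng/mL, a log2 fold change of 0.17 (standard error 0.0520, adjusted p = 0.999). STRA6 (ENSBTAG00000007348) had 574 ± 128 CPM (SD, n = 3) and 662 ± 120 CPM (SD, n = 3), a log2 fold change of 0.21 (standard error 0.0696, adjusted p = 0.999). Both were higher in 3 of 3 pairs, by less than the SD between replicates, and STRA6 was at 0.10 without replicate 3. The authors' deposited tables list 10 epithelial and 2 stromal genes with an unadjusted p under 0.05 and a fold change beyond the threshold, 0 of them with an adjusted p under 0.05; 8 of the 10 are among the 14 called here. A test of the difference between the effects of 10 ng/mL insulin in the cell types called 0 genes, with 551 at an unadjusted p under 0.05; leaving out replicate 2 gave 154 and leaving out replicate 1 gave 24.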

**Figure 6.**
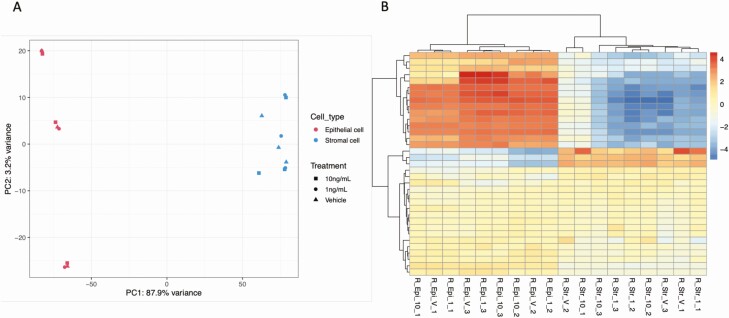
(A) Principal component analysis (PCA) plot of overall transcriptional profile determined via RNA sequencing of bovine endometrial epithelial and stromal cells exposed to either vehicle control, 1 ng/mL, or 10 ng/mL of Insulin for 72 hour under flow (n = 3 biological replicates). Epithelial (left hand side) and stromal cells (right hand side) clustered into 2 distinct populations. (B) Heatmap showing the transcript expression for individual samples with lower levels (blue) and those with higher expression shown in red. Samples from epithelial cells (n = 9) and samples from stromal cells (n = 9) are arranged from left to the right.

In addition, when the physiological extremes of insulin (1 ng vs 10 ng/mL) were compared, 1 transcript was differentially expressed in epithelial cells (insulin-like growth factor-binding protein 3 [*IGFBP3*]) while 19 transcripts were altered in the stromal cells (insulin-like growth factor-binding protein 5 [*IGFBP5*], tensin 4 [*TNS4*], ETS domain-containing transcription factor [*EHF*], cytochrome P450, subfamily IIIA, polypeptide 4 [*CYP3A4*], sphingolipid delta (4)-desaturase [*DES1*], CCAAT/enhancer-binding protein beta, C/EBP beta [*CEBPB*], creatine kinase U-type, mitochondrial [*CKMT1A*], claudin-7 [*CLDN7*], mucin 16 [*MUC16*], glycine amidinotransferase, mitochondrial [*GATM*], claudin 6 [*CLDN6*], receptor protein-tyrosine kinase [*ERBB3*], ATP binding cassette subfamily A member 1 [*ABCA1*], epithelial membrane protein 1 [*EMP1*], solute carrier family 2, facilitated glucose transporter member 3 [*SLC2A3*], adseverin [*SCIN*], aldehyde dehydrogenase 1 family member A3 [*ALDH1A3*], vascular endothelial growth factor A [*VEGFA*], and NADH-ubiquinone oxidoreductase chain 6 [*MT-ND6*]). 

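Between 1 and 10 ng/mL insulin, 0 of 12396 protein-coding genes were called in epithelial cells, and 503 passed at an unadjusted p under 0.05, 248 of them higher and 255 lower at 10 ng/mL. Leaving out replicate 1, 2 or 3 gave 19, 3 and 8 called epithelial genes. IGFBP3 (ENSBTAG00000003994) had 661 ± 363 CPM (SD, n = 3) at 1 ng/mL and 749 ± 399 CPM (SD, n = 3) at 10 ng/mL, a log2 fold change of 0.19 (standard error 0.0410, adjusted p = 0.780 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment); it was higher in 3 of 3 pairs and was called without replicate 1. In stromal cells 3 of 12281 protein-coding genes were called, each of them higher at 10 ng/mL, and 452 passed without adjustment, 304 of them higher and 148 lower. Leaving out replicate 1, 2 or 3 gave 44, 24 and 64 called stromal genes, 2, 2 and 3 of them among the 3, and 0 genes were called without the replicate block. Testing every gene with at least 1 count called 138 genes. IGFBP5 (ENSBTAG00000054218) had 21.2 ± 18.8 CPM (SD, n = 3) at 1 ng/mL and 38.9 ± 32.8 CPM (SD, n = 3) at 10 ng/mL, a log2 fold change of 0.91 (standard error 0.104, adjusted p = 0.0395), and it was not called without replicate 2. Its differences in the replicate pairs were 1.25, 0.84 and 0.69 on the log2 scale. The epithelial marker KRT19 was also called, at 3.62 (standard error 0.470, adjusted p = 0.0479), and was named after its values were seen and was not called without replicate 1. The median level of the epithelial marker genes in the stromal libraries of replicates 1, 2 and 3 was 0.0649%, 0.0192% and 0.114% of the epithelial level at 1 ng/mL, and 3.68%, 0.0144% and 0.388% at 10 ng/mL. KRT19 changed in the replicate pairs by 4.61, -0.53 and 1.68 on the log2 scale.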

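Of the stromal genes that differed in the paper between 1 and 10 ng/mL insulin, TNS4, EHF, CKMT1A, CLDN7, CLDN6, ERBB3 and SCIN had too few counts to pass the filter. The paper also names MUC16, which was not analysed here under that symbol. The authors' deposited table lists ENSBTAG00000055295 without a symbol, which had too few counts as well, and whether it stands for MUC16 is uncertain. TNS4 had 0.15 CPM on average at 1 ng/mL, and at 10 ng/mL it had 12.2 CPM in replicate 1 and 0.09 CPM in replicate 2. EHF had 0.19 CPM at 1 ng/mL, 13.0 CPM in replicate 1 at 10 ng/mL and 0 reads in replicate 2. TNS4 was higher at 10 ng/mL in 3 of 3 pairs, and EHF was higher in 2 pairs and lower in 0. The level of TNS4 in replicate 2 was within what a count of 0 allows. In the vehicle group, EHF was at 16.0 CPM in replicate 2. Without replicate 2, TNS4, EHF, CKMT1A, CLDN7 and CLDN6 were tested and called, with a log2 fold change of 4.73 for TNS4. CYP3A4 had a log2 fold change of 1.56 (standard error 0.273, adjusted p = 0.179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was called without replicate 1, 2 or 3, with 0.89 without replicate 1. GATM had 2.97 (standard error 0.562, adjusted p = 0.219), or 1.16 without replicate 1, and ABCA1 had 1.23 (standard error 0.241, adjusted p = 0.248), was called without replicate 2 or 3 and had 0.60 without replicate 1. CEBPB rose from 28.6 ± 4.32 CPM (SD, n = 3) to 45.2 ± 4.99 CPM (SD, n = 3), a log2 fold change of 0.66 (standard error 0.114, adjusted p = 0.179), and was called without replicate 1 or 3. MT-ND6 changed by -0.39 (standard error 0.0651, adjusted p = 0.172) on the log2 scale and was called without replicate 1 or 3. The log2 fold changes of ALDH1A3 and VEGFA were 0.29 and 0.26, and those of EMP1 and SLC2A3 were -0.20 and -0.24, with adjusted p-values of at least 0.340; VEGFA was called without replicate 1, and SLC2A3 (-0.38) and ALDH1A3 (0.35) without replicate 3. Without replicate 1 these had -0.15 and 0.17. The gene named DES in the authors' deposited table had 0.33 (standard error 0.0581, adjusted p = 0.179) and was called without replicate 1, and DEGS1, the gene of sphingolipid delta(4)-desaturase, had -0.02 (standard error 0.0492, adjusted p = 1). The authors' deposited tables give 1 epithelial and 19 stromal genes at an unadjusted p under 0.05 and a fold change beyond the threshold; 4 of the 19 have an adjusted p under 0.05, and 1 of the 19 is among the 3 called here. A test of the difference between the cell types in this contrast called 0 genes, with 821 at an unadjusted p under 0.05; leaving out replicate 2 gave 144.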

Functional annotation analysis found no overrepresented terms associated with the lower concentration of insulin than control. However, DEGs associated with the higher concentration of insulin were overrepresented in 3 cellular components (Respiratory chain, Mitochondrial respiratory chain complex I, and Mitochondrial inner membrane) and 1 molecular function (NADH dehydrogenase [ubiquinone] activity).

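At 1 ng/mL insulin, fixed gene lists were examined with limma's camera test in place of gene ontology terms. In stromal cells, the 13 protein-coding genes of the mitochondrial genome were higher than in the vehicle control, with a median log2 fold change of 0.35 (adjusted p = 1.44e-06) and 13 of 13 genes above 0, although the median was above 0 in only 2 of 3 replicate pairs, with -0.11 in replicate 2. The list median was 0.58 without replicate 2 and 0.16 without replicate 3. Adjusted over the list alone, 11 of them passed, and 0 did over all genes tested. The 38 nuclear genes of complex I had a median of 0.04 (adjusted p = 0.0495), which was 0.02 and did not pass without replicate 3, and the 30 stromal marker genes had 0.06 (adjusted p = 0.00462), which did not pass without replicate 1. In epithelial cells, the 36 tested interferon-response genes were lower, with a median of -0.27 (adjusted p = 1.21e-10) and 0 of them above 0; 17 passed adjusted over the list alone and 0 over all genes tested. The medians of the interferon-response genes in the replicate pairs were -0.25, 0.04 and -0.81, and the list median was -0.10 without replicate 3. The mitochondrial list had a median of 0.05 (adjusted p = 0.265) in epithelial cells, and its difference from stromal cells had an adjusted p of 2.05e-07 by camera and 0.729 by fry.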

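In epithelial cells at 10 ng/mL insulin, the 13 mitochondrially encoded genes, which code for subunits of the respiratory chain and of ATP synthase, were higher than in the vehicle control as a group in limma's camera test. Their median log2 fold change was 0.15 (adjusted p = 4.17e-07), with 13 of 13 genes above 0 and medians of 0.14, 0.12 and 0.21 in the replicate pairs. Of these genes, 9 passed adjusted over the list alone and 4 over all genes tested. The 38 complex I subunits encoded in the nucleus had a median of -0.02 (adjusted p = 0.340), with 13 genes above 0. In stromal cells at 10 ng/mL, the mitochondrial genes had a median of 0.13 (adjusted p = 0.000168, 13 of 13 above 0), which was 0.04 and did not pass without replicate 3; 0 of them passed over all genes or adjusted over the list alone. The difference between the cell types in the effect of 10 ng/mL insulin on this list had an adjusted p of 0.969 by camera. Between 1 and 10 ng/mL, the mitochondrial list had a median of 0.10 (adjusted p = 0.000270, 12 of 13 above 0) in epithelial cells, which did not pass without replicate 2 and was 0.15 without replicate 3, and -0.25 (adjusted p = 1.69e-06, 0 of 13 above 0) in stromal cells, from -0.41 to -0.11 with 1 replicate left out. This difference between the cell types was not retained by fry (adjusted p = 0.729). Nor were the changes of the mitochondrial list within each cell type retained by fry or with the correlation estimated from the data. The paper states that metabolism-related signaling pathways were altered by insulin in epithelial and in stromal cells.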

### Altering Insulin Concentrations Modifies the Secretome of In Vitro–derived ULF

PCA did not reveal distinct clustering in the overall proteomic profile of in vitro*–*derived ULF (Fig. 7A). However, exposure of our endometrium on-a-chip to physiological extremes of insulin (1 and 10 ng/mL) changed the abundance of 195 proteins (Fig. 7B). The majority of these proteins (n = 67) were altered (*P* < .05) in cells treated with the 1 ng/mL of insulin compared with vehicle control (Fig. 7). The higher concentration of insulin altered 57 proteins in total (*P* < .05), while comparison of the 2 physiological extremes of insulin (1 vs 10 ng/mL) revealed 51 differentially abundant proteins (*P* < .05) proteins in in vitro*–*derived ULF. Venn diagram analysis showed that 17 proteins were altered in more than 1 group (Fig. 7B). Proteins upregulated following treatment with 1 ng/mL of insulin were overrepresented in pathways associated with biosynthesis of amino acids (n = 2), carbon metabolism (n = 3), biosynthesis of antibiotics (n = 4), and metabolic pathways (n = 5). The downregulated proteins were associated with complement and coagulation cascades (n = 3), protein processing in endoplasmic reticulum (n = 5), and amoebiasis (n = 3). Downregulated proteins were overrepresented when cells were treated with 10 ng/mL of insulin were related with protein digestion and absorption (n = 3), extracellular matrix (ECM)–receptor interaction (n = 3), and proteoglycans in cancer (n = 4). All the pathways related with up- or downregulated proteins are presented in Fig. 8.

**Figure 7.**
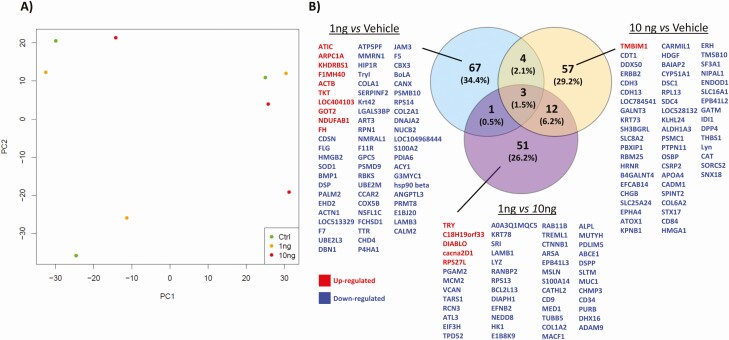
(A) Principal component analysis (PCA) plot shows the distribution of in vitro*–*derived ULF following tandem mass tag (TMT)-mass spectrometry analysis of the proteomic content following exposure to: vehicle control (green circle), 1 ng/mL Insulin (yellow circle), or 10 ng/mL Insulin (red circle) for 72 hours (n = 3 biological replicates). (B) Venn diagram analysis of overlap and unique proteins that are differentially abundant following exposure to different concentrations of insulin. Fold change differences in protein abundances between groups was determined using paired t-tests and were considered significant when *P* < .05.

**Figure 8.**
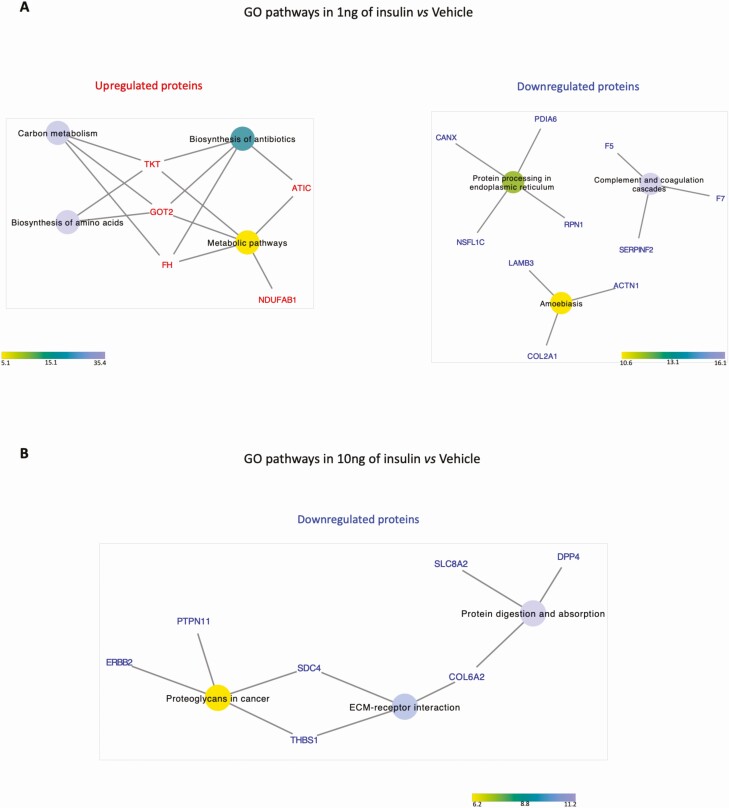
Network interaction between the differentially abundant proteins and their signaling pathways (*P* < .05) from in vitro*–*derived ULF from endometrium on-a-chip exposed to insulin for 72 hours. (A) GO pathways associated with proteins altered in abundance following treatment with 1.0 ng/mL of insulin compared to vehicle control. (B) GO pathways associated with proteins altered in abundance following treatment with 10.0 ng/mL of insulin was compared to vehicle control. The color circle represents an individual signaling pathway and the proteins around it are proteins identified as altered in our treatments associated with signaling pathway(s) that are either upregulated (red) or downregulated (blue) following insulin treatment. The color scale represents the fold enrichment that reflects the involvement of the proteins in each signaling pathway.

## Discussion

This study aimed to generate a novel in vitro model to study the interactions between the maternal metabolic environment and endometrial function. Using a microfluidics approach to mimic the bovine endometrium in vitro, we identified the transcriptomic pathways that are changed by different physiologically relevant concentrations of glucose and insulin as well as the consequences for the secreted proteomic composition of the uterine luminal fluid produced in vitro. These provide evidence for the potential mechanism of action of 2 key manifestations of metabolic stress in circulation (glucose and insulin) independently on uterine function and allow improved understanding of how maternal nutritional stressors contribute to uterine dysfunction and ultimately early pregnancy loss.

This device is composed of predominantly pure population of epithelial cells along with a stromally enriched population allowing interaction between these 2 cell types to better mimic in vitro what occurs in vivo. Moreover, these cells express both steroid hormone receptors which represent the expression patterns observed in vivo in the early luteal phase of the estrous cycle (38). Concentrations of glucose and insulin are decreased in the circulation of dairy cows experiencing negative energy balance (39, 40). In vivo experiments have investigated how the oviduct and endometrium as well as their secretions are modified by the metabolic status of the maternal environment (8, 9, 15, 17). While reduced blood glucose and insulin concentrations alone are not detrimental for fertility and embryo survival (41), they result in a modified uterine environment that has consequences for offspring health (15, 42). Lactation results in a complex metabolic environment which not only has low concentrations of glucose and insulin but elevated concentrations of nonesterified fatty acids and beta-hydroxybutyrate. Up to now, it has not been possible to determine the specific role played by nutritional stressors in modifying uterine function. Most in vitro models of bovine endometrium use traditional static cell culture or explants (25, 43-46) and while microfluidics have been used to recapitulate the human menstrual cycle (24) or the bovine oviduct (23), to our knowledge this is the first paper to report the use of microfluidics to mimic the bovine endometrium. This allowed us to determine the mechanism by which individual nutritional stressors alter endometrial function.

In early development, mammalian embryos use glucose as the main energy source to synthesize glycogen, nucleic acids, proteins, and lipids (47, 48). It is critical, therefore, that sufficient glucose is transported into the uterine lumen to support embryo development; however, glucose can also act to modify the transcriptional response of a cell which modifies the uterine environment. We demonstrated that exposure to altered concentrations of glucose changed the expression of transcripts involved in the biological processes of collagen fibril organization, blood vessel development, regulation of interferon α and β production, positive regulation of MAPK and ERK1/2 and positive regulation of energy homeostasis as well as the molecular functions of ECM structural constituent, platelet-derived growth factor binging. Platelet activation is a complex signaling pathway positively dependent on several components as well as glycoprotein Ib-IX-V complex (GPIb-IX), phosphoinositide 3-kinase (PI3K-Akt), immunoreceptor tyrosine-based activation motif (ITAM), mitogen-activated protein kinase (MAPK), extracellular signal-regulated kinases 1 and 2 (ERK1/2), among others (49). Interactions between cells such as epithelial and stromal cells of the endometrium, involve mechanisms and ECM constituents, including cell surface receptors (integrins) and receptors for fibronectin, collagen, and laminin. Stimulation of suspended platelets is an event dependent of collagen and thrombin and increase in intracellular Ca^2+^ is a key element in this process. Some of these events were connected with the GO terms involved with the DEGs when the endometrial cells were exposed to physiological extremes of glucose. Exposure to different concentrations of glucose not only altered DEGs in endometrial cells, but also altered the protein composition of in vitro ULF. This included proteins involved in platelet activation and lysosome pathways.

Platelet activation plays a critical role in the function of platelets and it is involved in coagulation and inflammatory processes. Normally, platelet activation is induced by collagen or soluble platelet agonists that bind to G protein receptors, which stimulates the activation of platelet receptors (integrin α _IIb_β _3_), mediating platelet adhesion and aggregation (49). Interestingly, the platelet-activating factor, a potent lipid mediator of inflammation and allergy, is involved in several reproductive processes (50) and platelet-activating factor receptors are present in the oviduct of hamsters (51) and mice (52) and the oviduct and endometrium of cows (53). In humans, PFA increases vascular permeability and vasodilation, necessary processes for embryo implantation and plays an important paracrine role in stromal and epithelial cells interactions during this process (50). We have shown components of this pathway are altered by glucose and propose that may contribute to reduced endometrial function associated with altered glucose concentrations.

The other signaling pathway related with the proteins from the in vitro ULF is the Lysosome pathway. The lysosome pathway is the primary site of cell digestion, lysosomes support cell function, recycling and providing a set of metabolites, such as amino acids, saccharides, lipids, ions, and nucleobases and a key integrator and organizer of cellular adaptation and survival (54). Lysosomes link important metabolic processes encoded by AMPK (adenosine monophosphate-activated protein kinase) and GSK3β (glycogen synthase kinase 3) signaling hubs. AMPK is a primary cellular sensor for energy stress and glucose levels, promoting catabolic programs in response to low energy levels (55). AMPK has been linked to endometrial cancer in humans and depending on the context, AMPK can promote proliferation or cellular death (56). In addition, GSK3β is a kinase with apparently contradictory functions (57); for example, the presence of GSK3β in lysosomes can stimulate cell growth and survival, while its presence in the nucleus can promote cell death functions (58). In humans, GSK3β is expressed in endometrial cells and GSK-3β phosphorylated form exhibits cyclic variation. Furthermore, phosphorylation of GSK-3β is regulated by progesterone and the inhibition of GSK-3β is temporally regulated with the increased glycogen synthesis in the endometrial cells during the luteal phase (48, 59). Thus, incorrect inactivation of GSK-3β could result in inadequate glycogen production and could potentially affect embryo implantation (48). In a previous study with dairy cows, increasing the circulating energy substrate, by exogenous infusion of glucose, was directly associated with a decrease in embryo development (size, width, and area) (42), in contrast to what was expected. We propose that physiological glucose extremes may directly affect these important signaling pathways (platelet activation and lysosome) and interfering in processes such as receptivity and embryonic implantation.

Insulin plays an essential metabolic role in regulating energy homeostasis in the body and insulin-dependent signaling also has key functions in reproductive events and early development. In cattle, insulin concentrations vary throughout the estrous cycle (60); however, when an embryo is present in uterus, there is a decline insulin concentrations in ULF (61). The bovine pre- and peri-implantation embryo expresses receptors for IGF and insulin receptors (62, 63) indicating the embryo is sensitive to concentrations of insulin during pre-implantation development (61). Depending on the nutritional status of the cow, insulin is suggested to have a metabolic function, regulating glucose levels in the uterus (64). Microfluidic exposure of endometrial cells to different concentrations of insulin in vitro in this study altered signaling pathways in both epithelial and stromal cells related to metabolism. In vivo, low circulating levels of insulin are associated with negative energetic balance and the consequence of these low concentrations range from a delay in ovulation to an unfavorable environment for embryo development and even for the pregnancy maintenance (61). On the other hand, high concentrations of insulin, although favorable for ovulation, are detrimental for early embryo development (65, 66). Insulin supplementation during in vitro development has led to conflicting results with some improvement to morula stage embryos reported and some increase in cell number in the blastocysts, but most authors did not observe any effects on the blastocyst rate—a key developmental checkpoint (67-72). Even in the absence of effects on blastocyst development, an improvement in the number of cells in embryos could indicate a beneficial effect on the establishment of pregnancy. This may occur since blastocysts are able to produce and release embryotropins involved in modulating endometrial transcripts mediated by interferon-tau and prostaglandin metabolism (73, 74). However, to the best of our knowledge, the effects of insulin during the early luteal phase in in vitro bovine endometrial cells had not previously been investigated.

We observed that components of the complement and coagulation cascade were altered when the endometrium on-a-chip was exposed to a low concentration of insulin. The complement system is involved in the innate immune system and mostly functions to remove pathogens, dead cells, and debris. During early pregnancy there are changes to immune cells and markers in the endometrium (75, 76). In ruminants, receptivity to implantation involves a set of orchestrated events, among which is the suppression of genes for immune recognition of the conceptus (embryo/fetus and associated membranes) and the increase in vascularization of the endometrium (reviewed by (77)). Exposure to different concentrations of insulin may modify these processes and contribute to dysregulated endometrial function.

Exposure of endometrial cells to physiological extremes of insulin also changed the composition of proteins in the in vitro*–*derived ULF. In general, the proteins up-regulated in low insulin concentration were associated with signaling pathways mainly related to metabolic events (carbon metabolism, biosynthesis of amino acids, biosynthesis of antibiotics and metabolic pathways). The proteins downregulated when the endometrial cells were exposed to high concentrations of insulin were associated with protein digestion and absorption, ECM–receptor interaction, and proteoglycans in cancer. Proteoglycans (including syndecan-4 which we observed in our study) are often found on the cell surface or in the ECM and perform multiple functions in cancer and angiogenesis through their ability to interact with both ligands and receptors that regulate neoplastic growth and neovascularization (78). Syndecan-4 connects 2 important signaling pathways (proteoglycans in cancer and ECM–receptors interactions) and it has been reported that blocking interactions between syndecan-4 and fibronectin decreases focal adhesions in cells, leading to increased cell proliferation in tumors. Thus, syndecan-4 has a key role in regulating cell adhesion, migration and proliferation in some tumors (79). The protein thrombospondin-1 (THBS1) was also associated with the ECM-receptor interaction pathway. This glycoprotein can bind to fibrinogen, fibronectin, laminin, collagen types V and VII, and integrins mediating the interactions between cells and ECM. Also, THBS1 is involved in regulation of angiogenesis (80).

In humans, changes in ECM and/or in ECM-related signaling pathways are often attributed to pathological events, including premature birth, cervical incompetence, endometriosis, polycystic ovary syndrome, and neoplasms in the reproductive tract (81). Thus, demonstrating that ECM–receptor interactions pathway can be also involved in other tissues and biological events. In ruminant livestock species, it was previously reported that the characteristic posthatching elongation of the conceptus requires interaction between the trophectoderm and the uterine luminal epithelium that causes a mosaic of interactions between integrins and ECM, which act together to promote adhesion during implantation (82, 83). While our investigations were carried out in the pre-elongation stage of development, insulin-regulated changes to ECM components of the endometrium in early development may contribute to a compromised uterine environment and pregnancy loss. We found limited correlation between the transcriptomics signature of the epithelial cells and the protein content of the secretome. This is not unusual given differences in rates of translation from mRNA into proteins as well as protein turnover and degradation rates (84). Moreover, there is an order of magnitude in the difference of detection of transcripts via RNAseq and proteins via mass spectrometry likely contributing to the differences observed.

In summary, we are the first to report the use of microfluidics to mimic the bovine endometrium in vitro. We demonstrate that this approach allows us to determine how alterations in individual components of the maternal metabolism impact endometrial function. We specifically demonstrate at the transcriptional and proteomic levels that altered concentrations of glucose and insulin change ECM components of the endometrium. We propose that changes to these ECM components contribute to the compromised uterine environment associated with metabolic extremes in maternal circulation.

## Data Availability

The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD024218 (https://www.ebi.ac.uk/pride/archive?keyword=PXD024218). All RNA sequencing data are available via GEO database number GSE167086 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE167086).

## Abbreviations

AGC: automatic gain control
AMPK: adenosine monophosphate-activated protein kinase
ECM: extracellular matrix
FDR: false discovery rate
FTMS: Fourier transform mass analyzer
GO: gene ontology
Ig: immunoglobulin
IGF: insulin-like growth factor
LC: liquid chromatography
MS/MS: tandem mass spectrometry
PBS: phosphate-buffered saline
PCA: principal component analysis
RT: room temperature
TMT: tandem mass tagging
ULF: uterine luminal fluid

How the deposited data were processed for this re-analysis (not part of the article)

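RNA of bovine endometrial epithelial and stromal cells from the microfluidic device was sequenced in a glucose experiment with 12 libraries and an insulin experiment with 18 libraries. The cells were kept under flow for 72 hours. The glucose experiment compared 5 mM with 50 mM, and the insulin experiment compared a vehicle control, 1 ng/mL and 10 ng/mL. Each of the 10 groups of a cell type and a treatment held 3 libraries, and all 30 libraries were assigned to their groups from the sample labels. No library was left out of the reported values.

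The authors made the gene counts as follows, per the paper's methods: reads were trimmed with Cutadapt and fastq_quality_filter and aligned with Rsubread to the cow genome of Ensembl, and uniquely mapped reads were counted on genes with featureCounts. The count tables held whole numbers for 27607 genes without normalization. The authors also deposited 13 tables of comparisons between groups. The log2 fold changes in these tables were made by the authors with DESeq2 in a paired sample design and are shrunken, as the values show, with a method of shrinkage that the paper's text does not name. Each p-value and adjusted p-value in these tables was made by the authors with the same DESeq2 analysis. These tables gave names and gene types for 17468 genes, of which 15677 are protein coding. Their values were used here only for counts and overlaps of the authors' own calls.

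Counted reads per library were between 13493503 and 16647701 in the glucose experiment (median 15189480) and between 8826470 and 13214728 in the insulin experiment (median 10728980.5). Limits for a count of 0 were set at 3 counts and cover counting error only. Group values are means with SD in CPM over 3 libraries.

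Each comparison of 2 groups was fitted on its own 6 libraries in R 4.3.3 with edgeR 4.0.16, with TMM normalization, filterByExpr and the quasi-likelihood test with Benjamini-Hochberg adjustment. The replicate number was a block, because the paper's methods state a paired sample design. As a check of the pairing, the deviations of libraries from their group means were correlated across genes between libraries with the same replicate number. This gave 0.701 to 0.818 in the epithelial insulin comparisons, 0.0233 to 0.604 in the stromal ones, 0.298 to 0.682 in epithelial and 0.19 to 0.735 in stromal cells of the glucose experiment, and 0.0374 to 0.315 between cell types, where genes are not independent replicates. The stromal vehicle library of replicate 2 correlated less with the 10 ng/mL library of its own number (0.0233) than with one of another number (0.249). The check thus does not bear out that pair, and the block was kept there. In every other case the own number gave the higher correlation, though for replicate 1 in stromal cells of the glucose experiment only by 0.321 against 0.285. A gene was called at an adjusted p-value under 0.05 and a log2 fold change beyond 0.1 in either direction, and protein-coding calls were counted. There were 8 comparisons of treatments, a comparison of the cell types at 5 mM glucose and in the insulin vehicle group, and 4 tests of the difference between the effects in the cell types. The latter were fitted on all libraries of an experiment with a block for each replicate number within each cell type.

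The genes named in the text were the genes that the paper's results name as changed or expressed, up to 3 called genes with the largest rise and 3 with the largest fall among those with a symbol, at least 1 CPM and the same direction in all 3 replicate pairs, and TXNIP, ARRDC4, COL1A1, COL1A2, COL3A1, KRT18 and VIM for glucose. Any other gene was named after its values were seen, and 1 called gene is not reported here. The comparisons, tests, gene lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from 1 alternative and the tests named as later ones in the additional observations.

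The 11 gene lists were epithelial markers, stromal markers, interferon response, collagens, glucose response, osmotic response, hypoxia response, genes repressed by insulin, sterol and lipid synthesis, the proteins of the mitochondrial genome, and nuclear complex I. The epithelial markers left out the epithelial genes that the paper names as changed. Each list was tested with the camera function of limma 3.58.1 on log2 CPM with a prior count of 2, a preset correlation of 0.01 and Benjamini-Hochberg adjustment over all lists and comparisons. Gene ontology terms were not analysed here.

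For the PCA, protein-coding genes with at least 1 CPM in at least 1 library were transformed to log2 CPM with a pseudocount of 1 and quantile normalized. The paper used RPKM, for which gene lengths are needed, and these were not used here. The paper's proteomic and flow cytometric measurements were not analysed here.

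The alternatives for the gene counts were no replicate block, the Wald test of DESeq2 1.42.0, size factors of DESeq2, every gene with at least 1 count, genes with at least 10 counts in every library, unadjusted p-values, protein-coding genes only, all libraries of an experiment in 1 fit, and each replicate left out. DESeq2 with fold changes shrunken by apeglm 1.24.0 and unadjusted p-values was added after the authors' tables were seen. For the lists, the fry function and an estimated correlation were also tried. For the PCA, the alternatives were no quantile normalization, a pseudocount of 0.1, at least 1 CPM in every library, and each replicate left out.

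The methods were tested on simulated data with 200 changed genes placed into the library structure of each comparison. The changed genes were given log2 fold changes of 1 or 2 in either direction. Smaller changes, such as most of those reported for insulin, were not simulated, so the recovery of such changes was not measured. The edgeR fit recovered 91 of the 198 changed genes that were tested in epithelial and 87 of 197 in stromal cells of the glucose experiment, with 9 and 20 false calls. The Wald test of DESeq2 recovered 109 and 126 of 200 there, with 32 and 72 false calls. In the insulin comparisons of treatments edgeR recovered at least 179 of 197, with 5 to 20 false calls in each comparison, namely 8 for vehicle against 10 ng/mL in epithelial and 14 for 1 against 10 ng/mL in stromal cells, and DESeq2 recovered at least 167 of 200 with 0 to 5. Between the cell types edgeR recovered 4 of 195 at 5 mM glucose and 121 of 197 in the insulin vehicle group, with 0 and 19 false calls, and DESeq2 recovered 64 and 155 of 200 with 41 and 52. For the difference between the effects in the cell types edgeR recovered 8 of 200 for glucose and 177 of 200 for 10 ng/mL insulin, with 2 and 5 false calls. The difference for 1 ng/mL was tested without changed genes and gave 0 calls, and the one for 1 against 10 ng/mL was not tested on simulated data.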

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

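The tests of a swap, of another mixture, of a wrong cell type label, of genes from the other experiment, of predicted levels, of other splits, and of the lists between cell types by camera and fry were chosen only after the results were seen. Samples far from the others of their cell type were sought in 36 groups of 6 libraries (glucose) or 9 libraries (insulin) with Dixon's test, and 3 values were beyond its 95% critical ratio. Chance gives about 1 in 20 groups, which is 1.8 of 36.

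In the stromal library of replicate 3 at 50 mM glucose, the epithelial marker genes had a median level of 61.5% of that in epithelial cells. The next highest stromal library of the glucose experiment had 18.7%, and the ratio of the gap to the range was 0.697. In the same library the stromal markers were at 44.1% of their stromal level. A swap with an epithelial library would place a library with a high stromal level among the epithelial ones, and the highest level found there was 12.3%, which argues against a swap within the experiment. A mixture of epithelial and stromal RNA in this library, for which 88.4% of the genes higher in epithelial cells of the other experiment rose in all 3 stromal pairs, is a candidate explanation. Of the most abundant markers, KRT19 had 2242 CPM in epithelial and 256.2 CPM in stromal libraries of the glucose experiment. All 29 epithelial markers were higher in epithelial cells, but 28 of them had at least 1 CPM in stromal libraries. A change of the stromal cells themselves at 50 mM glucose stays open as untested.

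The epithelial library of replicate 2 at 5 mM glucose had an epithelial marker level of 151%, where the other epithelial libraries of the experiment had 83.9% to 95.7% (ratio 0.824). It also lay at -87.37 on the second principal component, with the nearest epithelial library at -1.85 (ratio 0.786). Transcripts of the mitochondrial genome made up 0.128% of its counts, and structural RNA 3.50%, against 10.9% to 19.6% for structural RNA in the other libraries. Another mixture of the cell types would leave the mitochondrial share within that of the other 11 libraries, which was at least 1.18%, so this value argues against it. The lowest correlation across genes with another epithelial library was 0.884, above the highest with a stromal library, 0.83, which argues against a wrong cell type label. The 10 most abundant genes took 18.8% of its counts, which is no more than in the other libraries of the experiment, and this argues against a few genes taking most of the counts. The GC content and the gene length were not tested, and neither was a difference in the preparation of this library. The other replicates at 5 mM did not have this pattern, and no biological explanation was tested. Without replicate 2, the median log2 fold change of the mitochondrial list in epithelial cells at 50 mM glucose was 0.22 in place of 1.47.

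The list of mitochondrially encoded genes had a different glucose effect in epithelial and stromal cells by camera on the difference (adjusted p = 0.000122). Its median was above 0 in 3 of 3 epithelial pairs and below 0 in 3 of 3 stromal pairs. The epithelial medians were 0.22, 4.02 and 0.23 on the log2 scale, so their size rests on replicate 2, and the stromal medians were -0.23, -0.34 and -0.30. The fry test of the same difference had an adjusted p of 0.776. In all, 14 of 44 lists differed between the cell types by camera and 0 by fry, where the smallest adjusted p was 0.729 and 1 list passed at an unadjusted p under 0.05. The camera test presets the correlation between genes, and the result depends on that choice. Whether the cell types differ in their response to glucose stays open, and so does a difference in the preparation of the replicate 2 library, which was not tested.

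Genes that the paper does not count gave signals as well. Non-coding genes passed the thresholds in 2 cases at 10 ng/mL insulin in epithelial cells, in 2 cases at 1 ng/mL in stromal cells and in 1 case between 1 and 10 ng/mL in stromal cells, and all were chosen after their values were seen. They were RF00017 (ENSBTAG00000048346) at -0.71 and RF00002 at -0.37 in epithelial cells, RF00019 at 1.25 and RF00017 (ENSBTAG00000046888) at 0.56 in stromal cells at 1 ng/mL, and RF00100 at -0.75 between the doses. Reads shared between copies of such genes were not tested, and no biological explanation was tested.

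Between epithelial and stromal cells, which the paper separates by PCA without counting genes, 2856 genes were called at 5 mM glucose and 7200 in the insulin vehicle group. With 1 replicate left out at a time these counts were 2190 to 3268 and 5069 to 5642. Only 1 of the 4 splits of the libraries that kept the replicate pairs parted, the real one, gave as many genes in either case, and the others gave 0, with at most 149 and 18 genes at an unadjusted p under 0.05. Such a design cannot give a share under 0.05. The cell type differs by design, and no technical explanation was tested for it.

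Of the 14 genes called in epithelial cells at 10 ng/mL insulin, 6 are not among those the paper gives: HMOX1, IGFBP3, MCUB, RSAD2, VGF and ENSBTAG00000053545. Of the 3 called in stromal cells between 1 and 10 ng/mL, 2 are not, and KRT19 is one of them. IGFBP3, VGF, KRT19 and ENSBTAG00000053545 fall outside the rule for named genes and were chosen after their values were seen. Their log2 fold changes were 0.26, 0.30, 3.62 and 0.60. Those of HMOX1, MCUB and RSAD2 were 0.53, -0.51 and -0.82. Without replicate 1, HMOX1 was at 0.12, and KRT19 was not called. MCUB was not called with any 1 replicate left out, and without replicate 3 only 4 of the 14 epithelial genes were called. For the 14 epithelial genes, the stromal share predicts a change of at most 0.0174 in any pair. Their median observed changes in the pairs were 0.269 to 0.416, which argues against a mixture for them as a set. An effect of insulin stays open as untested. For KRT19 an epithelial share in the stromal libraries is a candidate explanation, since the epithelial markers rose between these doses (camera, adjusted p = 0.00199, with a median of 1.68), a call that was not retained without replicate 1 (0.37) or 3 (0.94).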

How the results depend on the processing

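DESeq2 with fold changes shrunken by apeglm and unadjusted p-values was chosen after seeing the data. The PCA on RPKM was not run, since it needs gene lengths, and neither were its alternatives on RPKM, for which CPM were used. The cause of a changed value was not tested unless stated.

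With unadjusted p-values, which is a looser threshold by construction, the counts of changed genes were 201 and 646 at 50 mM glucose in epithelial and stromal cells. They were 355, 782 and 503 in epithelial cells for vehicle against 1 ng/mL, vehicle against 10 ng/mL and 1 against 10 ng/mL insulin, and 614, 335 and 452 in stromal cells. Between the cell types at 5 mM glucose 4371 genes passed, and for the differences between the effects in the cell types 1060, 731, 551 and 821 for glucose, 1 ng/mL, 10 ng/mL and 1 against 10 ng/mL insulin.

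With the setting chosen after seeing the data, the counts were 22 and 191 for glucose in epithelial and stromal cells, 2 for 1 against 10 ng/mL in epithelial cells, and 3, 3 and 18 for vehicle against 1 ng/mL, vehicle against 10 ng/mL and 1 against 10 ng/mL in stromal cells. With the Wald test of DESeq2, 196 genes passed for glucose in stromal cells and 0 for vehicle against 10 ng/mL in epithelial cells, against 782 there at an unadjusted p under 0.05. For the differences between cell types it gave 233, 9, 1 and 11.

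With every gene that had at least 1 count, the counts were 18, 41 and 16 in epithelial and 132 and 138 in stromal cells for insulin, for vehicle against 1 ng/mL, vehicle against 10 ng/mL and 1 against 10 ng/mL in epithelial and vehicle against 1 ng/mL and 1 against 10 ng/mL in stromal cells. The differences between cell types gave 1 for glucose and 4 for 1 against 10 ng/mL. With genes that had at least 10 counts in every library, 1 gene passed for 1 against 10 ng/mL in stromal cells, as with DESeq2 size factors, and 1716 passed between the cell types at 5 mM glucose, where fewer genes were tested. With protein-coding genes only, 32 passed for vehicle against 10 ng/mL in epithelial cells, where fewer genes were adjusted for. Without the replicate block, and with all libraries of the experiment in 1 fit, 0 genes passed for vehicle against 10 ng/mL in epithelial and for 1 against 10 ng/mL in stromal cells. Of the 14 genes called for the former, 14 were shared with DESeq2 size factors, with every gene of at least 1 count and with protein-coding genes only.

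Across the 3 fits that each left out one replicate, the counts for glucose were from 0 to 218 in epithelial and from 0 to 50 in stromal cells. For insulin they were from 4 to 27 (vehicle against 1 ng/mL), from 7 to 66 (vehicle against 10 ng/mL) and from 3 to 19 (1 against 10 ng/mL) in epithelial cells, and from 4 to 102, from 0 to 75 and from 24 to 64 in stromal cells. Between the cell types they were from 2190 to 3268 at 5 mM glucose and from 5069 to 5642 in the vehicle group. For the differences between the effects they were from 0 to 303, from 0 to 38, from 0 to 154 and from 0 to 144. The cell type count in the vehicle group stayed within 1.5 times the reported one under every alternative that was run for it. The fit of all libraries of the experiment and DESeq2 with shrunken fold changes and unadjusted p-values were not run for this count.

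The first component held 61.4% in the glucose experiment with at least 1 CPM in every library, and 69.8% to 74.6% with one replicate left out. In the insulin experiment it held 87.8% without quantile normalization, 84.8% with a pseudocount of 0.1, 86.7% with at least 1 CPM in every library, and 90.1% to 90.6% with one replicate left out. Of 88 list comparisons, 29 passed by camera, 0 by fry (5 at an unadjusted p under 0.05) and 0 with the estimated correlation (1 at an unadjusted p under 0.05), and 19 to 32 passed with one replicate left out.

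Some named genes changed direction, none of them past the threshold, and their ranges are those across the 3 fits that each left out one replicate. For glucose in epithelial cells, ESR1 was from -0.30 to 0.17, ARRDC4 from -0.046 to 0.36, KRT18 from -0.57 to 0.044 and VIM from -0.082 to 0.23, and without the replicate block ESR1 was 0.014 and VIM -0.0058. In stromal cells, PGR was from -0.51 to 0.33 and ESR1 from -0.18 to 0.28, and ESR1 was -0.021 without the replicate block. For insulin in epithelial cells, PGR was from -0.097 to 0.0025 (vehicle against 10 ng/mL), and ESR1 was from -0.044 to 0.0088 (vehicle against 1 ng/mL), from -0.063 to 0.026 (vehicle against 10 ng/mL) and from -0.070 to 0.065 (1 against 10 ng/mL). In stromal cells, ESR1 was from -0.026 to 0.15 (vehicle against 10 ng/mL) and RPS27A from -0.036 to 0.082 (vehicle against 1 ng/mL). In epithelial cells between 1 and 10 ng/mL, the interferon list was from -0.019 to 0.36 and the sterol list from -0.11 to -0.00045, and neither passed the threshold without replicate 3. Over all 66 results for named genes, 620 values under the alternatives kept their direction and side of the threshold, 93 passed it only there, 58 no longer passed it and 18 changed direction. For the 29 list shifts these were 135, 0, 95 and 2, with the direction taken from the camera test. The direction of camera changed for the interferon and sterol lists named above. The median changed sign in 3 of the 232 values, for that interferon list and, without replicate 1, for the collagen list in epithelial cells, from -0.096 to 0.029 (vehicle against 10 ng/mL) and from -0.11 to 0.013 (1 against 10 ng/mL).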

Differences from the paper's values

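All tests were set before the data were examined except DESeq2 with shrunken fold changes and unadjusted p-values, which was chosen after seeing the values. For 50 mM glucose in epithelial cells the paper reports 21 genes, and 0 were called here, with 201 at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's value, and DESeq2 with shrunken fold changes and unadjusted p-values, chosen after seeing the values, gave 22. In stromal cells at 50 mM glucose the paper reports 191 genes, and 0 were called here, with 646 at an unadjusted p under 0.05. The Wald test of DESeq2 with adjusted p-values gave 196, within 1.5 times the paper's value, and none of the other alternatives set before the data were examined came as close. On simulated data with these libraries' structure, that test made 72 false calls beside 126 recovered genes. DESeq2 with shrunken fold changes and unadjusted p-values, chosen after seeing the values, gave 191.

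At 1 ng/mL insulin in epithelial cells the paper reports 1 gene, and 0 were called here, with 355 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap, nor did DESeq2 with shrunken fold changes and unadjusted p-values, chosen after seeing the values, with 0. The paper's gene ENSBTAG00000052092 was called with every gene that had at least 1 count and with unadjusted p-values. In stromal cells the paper reports 4 genes, and 0 were called here, with 614 at an unadjusted p under 0.05. Without replicate 1 the count was 4, none of them a gene that the paper names, and the other alternatives set before the data were examined stayed apart. DESeq2 with shrunken fold changes and unadjusted p-values, chosen after seeing the values, gave 3, which were ARAF, MT-ND4L and MT-ND6. ARAF, MT-ND4L and MT-ND6 were also called with every gene that had at least 1 count, with unadjusted p-values and without replicate 2, and MT-ND6 without replicate 3. The paper names RPS27A as changed, and its log2 fold change here was 0.038, or -0.036 without replicate 3, and it was called under none of the settings. The authors' deposited table lists RPS27 in its place, which was called under the same settings as ARAF apart from the one chosen after seeing the values.

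At 10 ng/mL insulin in stromal cells the paper reports 2 genes, and 0 were called here, with 335 at an unadjusted p under 0.05. None of the alternatives set before the data were examined came within 1.5 times the paper's value, and DESeq2 with shrunken fold changes and unadjusted p-values, chosen after seeing the values, gave 3. The paper's IGFBP6 and STRA6 were called with unadjusted p-values and under that last setting.

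Between 1 and 10 ng/mL insulin in epithelial cells the paper reports 1 gene, and 0 were called here, with 503 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed this gap, and DESeq2 with shrunken fold changes and unadjusted p-values, chosen after seeing the values, gave 2. The paper's gene IGFBP3 was called with every gene that had at least 1 count, with unadjusted p-values, without replicate 1 and under that last setting. In stromal cells the paper reports 19 genes, and 3 were called here. Without replicate 2 the count was 24, within 1.5 times the paper's value, and none of the other alternatives set before the data were examined was. DESeq2 with shrunken fold changes and unadjusted p-values, chosen after seeing the values, gave 18, all named by the paper or listed in the authors' deposited table for this comparison.

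Of the paper's stromal genes between 1 and 10 ng/mL, IGFBP5 was called here. The paper's MUC16 and DES1 were not analysed here under those symbols, and ENSBTAG00000055295 and DES of the authors' deposited table were taken in their place, which is uncertain. With every gene that had at least 1 count, 18 of these 19 were called, all but EMP1. With unadjusted p-values the called ones were IGFBP5, CYP3A4, CEBPB, GATM, ABCA1, EMP1, SLC2A3, ALDH1A3, VEGFA, MT-ND6 and DES. The Wald test of DESeq2 called IGFBP5, TNS4, EHF and CYP3A4. Without replicate 1, IGFBP5, CYP3A4, CEBPB, VEGFA, MT-ND6 and DES were called, without replicate 2, TNS4, EHF, CYP3A4, CKMT1A, CLDN7, CLDN6 and ABCA1, and without replicate 3, IGFBP5, CYP3A4, CEBPB, ABCA1, SLC2A3, ALDH1A3 and MT-ND6. The setting chosen after seeing the values called all of these 19 but VEGFA. The paper gives sphingolipid delta(4)-desaturase as the full name of one gene, and DEGS1, the gene of that enzyme, had a log2 fold change of -0.018, while the authors' deposited table has DES.

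For 10 ng/mL insulin in epithelial cells the paper reports 10 genes and 14 were called here, which is within 1.5 times, and DESeq2 with shrunken fold changes and unadjusted p-values, chosen after seeing the values, gave 10. The paper names FN1 and MT-CYB as changed, which were not called here, with log2 fold changes of -0.14 and 0.17. Both were called with every gene that had at least 1 count, with protein-coding genes only, with unadjusted p-values, without replicate 1, and under the setting chosen after seeing the values, and MT-CYB also without replicate 2. The paper names FTH1, whose log2 fold change here was -0.04, and it was called under none of the settings. The authors' deposited table does not have FTH1 (ENSBTAG00000011184) within their cut-offs. It lists ENSBTAG00000009359 without a symbol, which was called here at -0.27. Whether the paper's FTH1 stands for that gene is uncertain.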

Other observations

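The tests on the epithelial and stromal marker lists, on TXNIP and ARRDC4 and on the osmotic list were set in advance, and the tests on genes taken from the other experiment, on predicted levels, on the direction of called genes beside the stromal share, on thinned libraries, on CEBPB, on IGFBP5 and interferon genes and on other splits of the libraries were chosen only after the results were seen. The patterns below were found and tested on the same data, so they are hypotheses.

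In stromal cells at 50 mM glucose, the epithelial markers rose (camera, adjusted p = 3.76e-18), with 29 of 29 genes higher and a median of 1.13, 4.62 and 7.67 in the replicate pairs. The list median was 4.45, or 2.75 without replicate 3. The stromal markers fell there, with a median of -0.52 (adjusted p = 1.02e-05) that was -0.030 and not retained without replicate 3. Of 696 genes that are higher in epithelial cells of the insulin experiment, with the markers left out, 88.4% rose in all 3 pairs. Predicted from the marker levels, their medians were 0.82, 1.65 and 3.81, and the observed medians were 0.783, 1.35 and 3.74. A different share of epithelial cells or RNA in the stromal libraries may therefore account for much of the rise. Of the 183 risen genes among the 191 in the authors' deposited table, 183 were higher in epithelial cells of the insulin vehicle group, which shares no library with this comparison, against 48.8% of all genes tested in both. The interferon-response genes in the replicate 1 pair rose by a median of 1.44 more than predicted, with 32 of 34 genes above the prediction, so this share does not account for them in that pair. In the other pairs their median excess was -0.0625 and -0.0136. An effect of glucose on the stromal cells stays open as untested.

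In epithelial cells at 50 mM glucose, the stromal markers rose (camera, adjusted p = 2.92e-10), and 51% of 512 genes higher in stromal cells of the insulin experiment rose in all 3 pairs. Their observed medians were 0.361, 1.47 and 0.257, and the predicted ones were 0.291, 1.41 and 0.352. Without replicate 2 the stromal marker median was 0.30 in place of 0.66. Of the 21 genes in the authors' deposited table, 19 rose, and 18 of these were higher in stromal cells of the insulin vehicle group, against 48.8% of all genes tested in both. A different share of stromal cells or RNA is a candidate explanation for the collagen transcripts there, and the effect of glucose on the cells stays open as untested. SPARC, the most abundant stromal marker, had 5307 CPM in stromal and 278.9 CPM in epithelial libraries.

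In stromal cells between 1 and 10 ng/mL insulin, the 6 tested epithelial markers rose (camera, adjusted p = 0.00199), which was not retained without replicate 1 (median 0.37) or replicate 3 (median 0.94). In the replicate 1 pair, 568 genes higher in epithelial cells of the glucose experiment rose by a median of 1.3, and in the other pairs by 0 and 0.0837. A different share of epithelial cells or RNA in the replicate 1 library at 10 ng/mL may thus account for KRT19, with an observed mean of 1.92 over the pairs and a predicted one of 2.05. Of the 16 risen genes in the authors' deposited table, 14 were higher in epithelial cells of the vehicle group and 13 in those of the glucose experiment, against 46.6% of all genes tested in both. For IGFBP5 the share predicts a mean of 0.0803, and the observed mean was 0.927, with 1.25, 0.84 and 0.69 in the pairs, which argues against this explanation for IGFBP5. Its rise may be an effect of the insulin dose, which is a hypothesis, and the log2 fold change of IGFBP5 from vehicle to 10 ng/mL was -0.002. IGFBP5 was not called without replicate 2.

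In the stromal vehicle group, the replicate 2 library had epithelial markers at 4.06% of the epithelial level, and the others had 0.0971% and 0.053%. For vehicle against 1 ng/mL, 568 genes higher in epithelial cells of the glucose experiment changed by a median of -1.41 in the replicate 2 pair, with -1.2 predicted, and by 0 in the other pairs. Of the genes called lower with every gene of at least 1 count, 103 of 108 were higher in epithelial cells of the glucose experiment, and so were 72 of 81 without replicate 3. For vehicle against 10 ng/mL the same 568 genes changed by 1.09 in the replicate 1 pair, with 1.04 predicted, by -1.4 in the replicate 2 pair, with -1.2 predicted, and by 0.0172 in the replicate 3 pair, with 0.162 predicted. Of the 74 genes called higher there without replicate 2, 70 were higher in epithelial cells. A different share of epithelial cells or RNA in single stromal libraries may thus account for most of these calls, all of them outside the planned fit, which called 0 genes in both comparisons. The epithelial marker list itself did not pass in either comparison (camera, adjusted p = 0.170 with 4 genes tested and 0.734 with 14). Of the genes called higher at 1 ng/mL, 2 of 24 with every gene of at least 1 count, 2 of 22 without replicate 2 and 4 of 20 without replicate 3 were higher in epithelial cells, so this share does not account for most of those. An effect of insulin stays open as untested.

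In epithelial cells at 10 ng/mL insulin, the stromal marker list did not pass (camera, adjusted p = 0.659), but its medians in the pairs were -0.15, 0.16 and -0.13 and 5 of 27 markers passed adjusted over the list alone, so this test decides nothing about a mixture. The stromal marker level went from 5.55% to 4.97%, from 1.87% to 2.23% and from 11.3% to 10.6% in the pairs of replicates 1, 2 and 3, so it moved both ways, while 14 of the 14 called genes moved in one direction in all 3 pairs. The test with the replicate block favours genes that move alike in all pairs, so their direction decides nothing about a mixture. The largest change that the stromal share predicts for a called gene was 0.0107, 0.0132 and 0.0174 in these pairs. The median size of the observed changes of the 14 genes was 0.283, 0.269 and 0.416 there. Single genes lay lower, such as HMOX1 at 0.12 without replicate 1. With all 6 libraries thinned to the smallest total of 8826470 counts, 12 of the 14 genes were called again, among them all 4 mitochondrial ones. The predicted sizes argue against a mixture of cell types as the cause for these genes as a set, and the thinned libraries argue against library size. GC content and gene length were not tested, so the rise of mitochondrial transcripts with insulin stays a hypothesis. The 4 genes were not called without replicate 3.

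TXNIP and ARRDC4 were tested as genes that follow the sensed glucose concentration. They were higher at 50 mM in 7 of 12 pairs, so the test set in advance, higher in every pair, was not met. With 3 pairs for each gene and cell type, which moved both ways, whether transcription follows the glucose concentration cannot be told apart from spread between replicates. The glucose-response list had medians of 0.11 (adjusted p = 0.900) in epithelial and -0.079 (adjusted p = 0.930) in stromal cells. The osmotic list had medians of 0.12 and -0.094, and the smaller adjusted p of the cell types was 0.483. Whether 50 mM glucose acts through osmolality cannot be told apart with the groups compared here, since no osmotic control is among them.

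CEBPB was higher at 10 ng/mL insulin than in the vehicle group in 5 of 6 pairs over both cell types. Its log2 fold changes were 0.67 in epithelial and 0.27 in stromal cells. Whether insulin raises CEBPB in both cell types cannot be told apart from chance with so few pairs.

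Other splits of the 6 libraries of a comparison were made by exchanging groups within replicate pairs, which keeps the pairs parted and gives 4 splits with the real one. For 10 ng/mL insulin in epithelial cells, 1 of the 4 splits, the real one, gave as many genes, and another split gave 13. For 1 against 10 ng/mL in stromal cells, 2 of the 4 did. In each of the 6 comparisons with 0 called genes, all 4 splits gave as many, since 0 is always met. At an unadjusted p under 0.05, the real split gave 201 genes in epithelial and 646 in stromal cells of the glucose experiment, and the most in another split was 105 and 126. For insulin these numbers were 355 and 724 (1 ng/mL), 782 and 677 (10 ng/mL) and 503 and 614 (1 against 10 ng/mL) in epithelial cells, and 614 and 808, 335 and 923, and 452 and 1230 in stromal cells. In stromal cells at 10 ng/mL insulin another split gave 82 called genes. The most called genes in another split were 13 in epithelial cells at 1 ng/mL, and 13 there between 1 and 10 ng/mL. In stromal cells at 1 ng/mL they were 6. The splits thus do not set the 14 genes called in epithelial cells at 10 ng/mL apart from calls under exchanged labels. The design cannot give a share under 0.05. For each of the 4 differences between the cell types, the count of 0 is met by all 32 splits, which were not fitted again. The unadjusted counts there were 1060, 731, 551 and 821.

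Some lists had results at no claim in camera, none of which passed by fry or with an estimated correlation. At 50 mM glucose, the sterol and lipid synthesis list rose in stromal cells, with a median of 0.28 (adjusted p = 6.45e-05), above 0 in 3 of 3 pairs and 0.13 without replicate 3. The mitochondrial list had 1.47 (adjusted p = 6.45e-05, 0.22 without replicate 2) in epithelial cells and -0.27 (adjusted p = 0.000964, not retained without replicate 2, with -0.23) in stromal cells. The epithelial markers had -0.19 (adjusted p = 0.481) in epithelial cells, where replicate 2 left out gave 0.11. At 10 ng/mL insulin in epithelial cells, the interferon list had -0.079 (adjusted p = 0.00107, -0.037 and not retained without replicate 2), the collagen list -0.096 (adjusted p = 0.0484, not retained without replicate 1, with 0.029, or replicate 3, with -0.092), and the genes repressed by insulin -0.020 (adjusted p = 0.973). Between 1 and 10 ng/mL in epithelial cells, the interferon list had 0.19 (adjusted p = 0.000165, -0.019 and not retained without replicate 3), the collagen list -0.11 (adjusted p = 0.00256, 0.013 and not retained without replicate 1), the glucose-response list 0.062 (adjusted p = 0.0415, not retained without replicate 2, with 0.12, or replicate 3, with 0.057), and the sterol and lipid synthesis list -0.056 (adjusted p = 0.0256, not retained without replicate 1, with -0.035, or replicate 3, with -0.00045). In stromal cells at 10 ng/mL, the stromal markers had 0.082 (adjusted p = 0.00198, 0.034 and not retained without replicate 2), the interferon list 0.13 (adjusted p = 0.00926, 0.032 and not retained without replicate 1), and the collagen list 0.093 (adjusted p = 0.00462, not retained without replicate 2, with 0.031, or replicate 3, with 0.074). Between 1 and 10 ng/mL in stromal cells the interferon list had 0.096 (adjusted p = 0.00876, 0.061 and not retained without replicate 3).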
